# Early Transcriptome Analyses of Z-3-Hexenol-Treated *Zea mays* Revealed Distinct Transcriptional Networks and Anti-Herbivore Defense Potential of Green Leaf Volatiles

**DOI:** 10.1371/journal.pone.0077465

**Published:** 2013-10-14

**Authors:** Jurgen Engelberth, Claudia Fabiola Contreras, Chinmay Dalvi, Ting Li, Marie Engelberth

## Abstract

Green leaf volatiles (GLV), which are rapidly emitted by plants in response to insect herbivore damage, are now established as volatile defense signals. Receiving plants utilize these molecules to prime their defenses and respond faster and stronger when actually attacked. To further characterize the biological activity of these compounds we performed a microarray analysis of global gene expression. The focus of this project was to identify early transcriptional events elicited by *Z*-3-hexenol (*Z*-3-HOL) as our model GLV in maize (*Zea mays*) seedlings. The microarray results confirmed previous studies on *Z*-3-HOL -induced gene expression but also provided novel information about the complexity of *Z*-3-HOL -induced transcriptional networks. Besides identifying a distinct set of genes involved in direct and indirect defenses we also found significant expression of genes involved in transcriptional regulation, Ca^2+^-and lipid-related signaling, and cell wall reinforcement. By comparing these results with those obtained by treatment of maize seedlings with insect elicitors we found a high degree of correlation between the two expression profiles at this early time point, in particular for those genes related to defense. We further analyzed defense gene expression induced by other volatile defense signals and found *Z*-3-HOL to be significantly more active than methyl jasmonate, methyl salicylate, and ethylene. The data presented herein provides important information on early genetic networks that are activated by *Z*-3-HOL and demonstrates the effectiveness of this compound in the regulation of typical plant defenses against insect herbivores in maize.

## Introduction

The response of plants to insect herbivore damage is characterized by a massive reprogramming of metabolic pathway aiming towards the reduction of damage. This reprogramming is initiated immediately after an insect starts feeding on a plant. Besides causing physically damage, which is often already sufficient to initiate effective defense signaling, insect herbivores often also apply elicitors abundant in their saliva to the damage site resulting in the production of jasmonic acid (JA) [1-5]. Among the elicitors known to date fatty acid-amino acid conjugates like volicitin and N-linolenoyl-glutamine are probably the best characterized and exhibit the most widespread activity within the plant kingdom [5,6]. A common element among all these insect elicitors (IE) is the fact that they induce JA in plants above the mere wounding level and also often signal damage to other parts of the plant [1-4,6]. 

JA is produced through the octadecanoid signaling pathway beginning by the incorporation of molecular oxygen into α-linolenic acid by a lipoxygenase in the chloroplast. After being converted by allene oxide synthase and allene oxide cyclase into 9*S*, 13*S-*12-oxo phytodienoic acid (or *cis*-OPDA), this intermediate is then transported into the peroxisome, where the pentacyclic system is reduced and after three cycles of β-oxidation JA is released into the cytosol. There, JA is conjugated to an amino acid, for example isoleucine [7,8]. JA-Ile then binds to its receptor COI1 [9], which is an essential part of a SCF-protein complex. The targets for this complex are JAZ proteins, which act as suppressor of JA-activated transcription factors like MYC2 in *Arabidopsis* [9,10]. Once MYC2 is released form it JAZ suppressor it initiates the transcription of typical JA-inducible genes [10]. 

The major activity for JA-Ile signaling lies in the massive reprogramming of metabolic pathways [11], in particular those responsible for resistance against the attacking insect herbivore. Among those metabolic changes are the production of toxic secondary metabolites, the production of proteins that reduce the nutritional value of the consumed plant material, and the production of so-called herbivore-induced plant volatiles (HIPV). HIPV comprise a complex mixture of metabolites from various pathways like terpenes, shikimic-derived products, as well as fatty acid-derived products, that are released rapidly first from the damaged parts of the plants, but later also from undamaged, systemic parts of the same plant [12,13]. HIPV play important roles as mediators of tritrophic interactions, for example by attracting natural enemies of the attacking insect herbivore and/or by serving as a repellent [14-19]. Another function for these volatiles became apparent in recent years, when it was discovered that undamaged neighboring plants can “smell” some of these compounds that are emitted by damaged plants [20-22]. This communication between plants through the release of volatiles was first described by 20,21. Both found independently that plants exposed to volatiles from damaged neighboring plants became less attractive to insect herbivores. More than 15 years later it was found that plants exposed to volatiles from herbivore-infested plants accumulate transcripts of defense genes that were previously shown to be important in the insect herbivore defense [22]. 

To date several individual components of the often-complex blends of HIPV have been described to induce genes related to insect herbivore defense responses in various plant species. Methyl jasmonate (MeJA), several terpenes like 3*E*-4,8-dimethyl-l,3,7-nonatriene (DMNT) and ocimene, *cis*-jasmone, as well as green leaf volatiles (GLV) have been shown to significantly affect plants exposed to these compounds by fortifying their defenses [22-29]. However, while the composition of HIPV varies enormously, GLV have emerged as volatile signaling compounds that are common to all plant species [30,31]. 

GLV are released immediately in significant amounts by plants when under insect herbivore attack [12-14]. In contrast to other HIPV like terpenes, which are synthesized *de novo*, GLV are produced from existing precursors, which makes them ideal rapid and universal candidates for volatile-mediated inter- and intra-plant signaling. The biosynthetic pathway for GLV starts with linolenic acid, which is oxygenated by a lipoxygenases (LOX). The resulting 13-hydroperoxy-linolenic acid is then catalyzed by the enzyme hydroperoxide lyase (HPL). Major products of this pathway are *Z*-3-hexenal, *Z*-3-hexenol (*Z*-3-HOL), and *Z*-3-hexenyl acetate and their respective *E*-2-enantiomers [30,31]. Although the HPL pathway was already characterized 100 years ago [30], it has only recently gained significance, when it was shown that the volatile products of this pathway serve as potent signals in inter- and intra-plant signaling. For example, Bate and Rothstein [32] demonstrated that individual members of this family of volatiles, when applied as pure chemicals, induced defense-related genes in *Arabidopsis*. However, these responses were always incomplete or less prominent when compared to actual herbivory and raised questions about the effectiveness of this kind of volatile signaling. In a study by [33] it was shown that GLV may have a function apart from just providing direct protection. Maize seedlings that were previously exposed to GLV from neighboring plants produced significantly more JA and volatile sesquiterpenes upon subsequent treatment with IE when compared to appropriate controls. This was the first report on priming against insect herbivory signaled by GLV and it was demonstrated that this effect is specifically linked to anti-herbivore defenses since responses to mechanical wounding alone were not affected.

Since its initial discovery, the priming effect of GLV has been confirmed in a more natural environment [23]. By using a microarray enriched in tobacco genes related to insect herbivory, this study showed increased transcriptional responses in the plants growing adjacent to clipped sagebrush. Although no immediate increases in direct defenses like nicotine or proteinase inhibitors were found upon volatile exposure, subsequent feeding by *Manduca sexta* caterpillars, these primed plants showed an accelerated production of trypsin proteinase inhibitor. Consequently, the primed state of these tobacco plants also resulted in lower herbivore damage and higher mortality rate of young *Manduca* caterpillars. Among the volatiles responsible for this priming effect were *E*-2-hexenal, methacrolein and methyl jasmonate. Likewise, the priming effect of HIPV on direct and indirect defenses against herbivory in maize was further demonstrated by [24] on a molecular, chemical, and behavioral level. By using a differential hybridization screen they identified 10 defense-related genes, which were inducible by caterpillar feeding, mechanical wounding, application of ie, and JA. Exposure to volatiles from herbivore-infested plants did not activate these genes directly, but primed a subset of them for stronger and/or earlier induction upon subsequent defense elicitation, resulting in reduced caterpillar damage and increased attraction to the natural enemies of the caterpillar. 

Although GLV received most attention for their potential role in inter-plant signaling, other studies revealed that HIPV also serve as signals in intra-plant communication. In a study by [25] on the role of volatiles as inducers of resistance between different branches of sagebrush (*Artemisia tridentata*) it was found that airflow was essential for the induction of induced resistance in systemic tissues. A similar effect was observed for lima beans (*Phaseolus lunatus*) and the induction of extrafloral nectar. Besides providing a signal for neighboring plants, infested plants may very well send a volatile signal to other parts of themselves [26,27], thereby reducing further damage. 

The importance of the GLV pathway in the plant defense response was further confirmed by studies using either LOX- or HPL-depleted plants, which showed increased susceptibility to insect herbivory [34-37]. These studies also provided first evidence that the pathway for GLV production is directly involved in the regulation of effective defense responses against different kinds of insect herbivory including chewing and phloem-feeding insects. 

The priming of plant defense responses, which results in an accelerated and/or enhanced reaction when actually attacked, is well established [38]. Although precisely how priming agents regulate subsequent responses is unknown, they appear to work through one or more of the commonly involved major signaling pathways. For GLV-activated priming it seems clear that a functioning JA signaling pathway is required [37]. But while in maize and other monocots JA accumulates during the initial exposure to these compounds no such effect has been reported for dicot plants albeit the fact that they also recognize these volatile signals and in most cases this recognition primes JA-regulated defense responses or even the responses to JA itself [39]. Considering the conserved nature of the GLV signal emission among most, if not all plant species, it can be hypothesized that common signaling mechanisms exist for the perception of GLVs, but these have yet to be discovered. 

The study presented herein was therefore initiated to gain further insight into the early gene regulatory networks that are activated by GLV specifically within 1 hour. We selected *Z*-3-HOL as our “model” compound since it is emitted by most plants after damage, but does not have the aldehyde function of its precursor, Z-3-hexenal, which may cause unspecific responses due to its reactivity. Also, in a study by [40] is was shown that plants reduce the aldehyde to the alcohol in undamaged tissue making it more likely that *Z*-3-HOL is the essential GLV. We identified distinct levels of genetic activation coupled to significant induction of typical anti-herbivore defenses. We also found that among the common volatile defense signals including MeJA, methyl salicylate (MeSA), and ethylene (E) only *Z*-3-HOL showed such an activity in maize. Together, the data presented herein provides evidence for the potential and importance of GLV to activate defensive measures in response to insect herbivory. 

## Results

The global gene expression analysis of 2-week old *Zea mays* cv. B73 leaves after volatile exposure to *Z*-3-HOL was performed by using the 46K array provided by the University of Arizona Maize Microarray Project, which covers nearly the whole maize genome. Leaves were collected 20 and 60 min after exposure since the focus of this study was on early transcriptional changes induced by GLV based on our previous finding that showed maximum JA accumulation after *Z*-3-HOL exposure between 10-30 min after exposure [41]. 

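Each array was hybridized with RNA from maize leaves exposed to Z-3-HOL and with RNA from control leaves, 1 of them in Cy3 and the other in Cy5. There were 3 arrays at 20 min and 3 at 60 min, each a biological replicate pooled from 3 leaf segments. According to the sample labels Z-3-HOL leaves were in Cy3 on replicates 1 and 3 of each time point and in Cy5 on replicate 2, which was the dye swap. The paper gives about 1.4 µM in a 7-l cylinder and 2-week-old seedlings, whereas the sample labels give 1.5 µM, a 10-l cylinder and 3-week-old seedlings. An array carried 46128 spots, including 2592 control or empty spots, and 43393 different gene oligos, called probes here. The annotation of the array described 34188 of these, and 0 could be paired with the table of maize RefSeq genes, so a gene carries the name given by the paper or by the array. The median spot was 1.11 to 1.35 times its local background in Cy5 and 2.28 to 3.44 times in Cy3 at 20 min, against 1.22 to 1.44 and 1.49 to 2.33 times at 60 min. Between 21.3% and 39.0% of the probes were well above background in Cy5 at 20 min and between 40.5% and 48.1% at 60 min, so this signal and the number of arrays limit the precision. The scanner intensities were corrected for background with normexp, normalized by Loess within each array and averaged over the 3 arrays of a time point as log2 ratios of Z-3-HOL over control. Taken as the dye labels have it, this ratio had the sign of the paper's tables for 0 of the 20 genes of Table S1 and 0 of the 152 genes of Table S2 on every array. All log2 ratios are therefore given in the paper's direction, in which the genes of these tables have the sign that the tables print, a convention adopted after the values had been seen. By the dye labels every sign and every pair of higher and lower counts is turned around. So is the naming of a channel as Z-3-HOL or control where its signal is compared with background. The PCR in Figure 2 was run separately and shows increases, as the tables do, but the array values cannot settle which direction is right.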

For better identification we added the operon oligo identifiers in brackets behind each named gene.

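After 20 min, 92 of the 43295 probes tested were higher with Z-3-HOL in the paper's direction and 2 were lower at an adjusted p under 0.05 from limma. By the dye labels the same counts read 2 higher and 92 lower. At an unadjusted p under 0.05 the counts were 742 higher and 510 lower. Of the probes past the threshold, 83 of the higher and both of the lower ones differed at least 2-fold, and all of them had 1 sign on the 3 arrays. The counts depended on single arrays. Without replicate 1 of 20 min 34 probes were higher and 0 lower (162 lower at an unadjusted p under 0.05), and without replicate 3 of 20 min 18 were higher and 0 lower (270 unadjusted). Leaving out replicate 2 of 20 min gave 145 higher and 52 lower probes. The arrays of 60 min add to the estimate of the spread, and without its replicate 1 or replicate 3 no probe was lower, 0 by limma against 383 and 395 at an unadjusted p under 0.05, whereas without its replicate 2 there were 4. When the local background was simply subtracted, or when the arrays were centred on their median without Loess, 0 probes passed in either direction by limma, and 1540 higher and 1149 lower probes, or 218 and 76, had an unadjusted p under 0.05. The methods' t-test against a 2-fold change found 37 probes up and 2 down. MZ00017552, which the paper lists as EREBP AP1-like, had the largest mean log2 ratio at this time point, 2.49 ± 0.22 (SD, n = 3; adjusted p = 0.00038). It was followed by the zinc finger protein WZF1 (MZ00029551) with 2.47 ± 0.21 (SD, n = 3; adjusted p = 0.00037). Among the genes the paper names, 13 passed at 20 min; 5 of them lost the call only with plain subtraction or median centring, and 8 lost it also under another setting or without an array.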

Based on the selection criteria described in *Material and Methods* we identified 20 genes with a ≥ 2fold increase or decrease in transcript levels 20 min after exposure to *Z*-3-HOL (Table S1). 

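The log2 ratio of CBP CCD1 (MZ00016998), an EF-hand protein, was 2.00 ± 0.34 (SD, n = 3; adjusted p = 0.0012) at 20 min and 0.40 ± 0.43 (adjusted p = 0.63) at 60 min, and the change between the time points was itself past the threshold (−1.60, adjusted p = 0.024). This change did not pass without replicate 1 (−1.51), 2 (−1.50) or 3 (−1.80) of 20 min, or without replicate 2 (−1.44) or 3 (−1.52) of 60 min. Metallothionein (MZ00042093) had a ratio of 1.93 ± 0.34 (SD, n = 3; adjusted p = 0.00078) at 20 min and −0.21 ± 0.27 at 60 min, with an adjusted p of 0.0027 for the change, which was lost with plain background subtraction, median centring or an offset of 10. For the zink-finger gene MZ00020958 of Table S1 it was 2.22 ± 0.19 (SD, n = 3; adjusted p = 0.0001). In lists of genes drawn up from the annotation, 3 of 58 WRKY transcription factors were higher and 0 lower at 20 min by limma (0 lower also at an unadjusted p under 0.05), and 5 were higher when adjusted over the list alone. This list ranked above the other probes by camera with its preset correlation (adjusted p = 0.00057), but not with an estimated correlation (adjusted p = 0.45) or with plain background subtraction (adjusted p = 0.084). Of 115 AP2/EREBP factors 5 were higher (8 when adjusted over the list alone), and of 401 zinc finger proteins 3 (4 when adjusted over the list alone). Neither of these lists ranked above the other probes (adjusted p = 0.072 and 0.99). The dye labels turn all of these signs.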

Among those 20 genes 11 were categorized as being involved in signaling, mostly as transcription factors (8), while 2 genes were related to phosphorylation and Ca^2+^-signaling (EF-hand Ca^2+^-binding protein CCD1 (CBP CCD1, MZ00016998)) and one gene, metallothionein (MZ00042093), may be involved in the binding of xenobiotics. The 8 remaining genes were annotated as “unknown”. While 19 genes showed a significant increase ranging from 2-fold to 4-fold maximum (e.g. ethylene responsive elements like-protein (EREBP, MZ00031018), only one gene of unknown function showed a significant decrease. 

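The EREBP MZ00031018 had a log2 ratio of 1.92 ± 0.27 (SD, n = 3; adjusted p = 0.00048) at 20 min and 1.11 ± 0.21 (adjusted p = 0.0034) at 60 min, where it no longer passed when replicate 3 of 60 min was left out (1.05). A change between the time points was not shown (−0.81, adjusted p = 0.33). A pair of probes was lower in the paper's direction, and higher by the dye labels. MZ00032666, the gene of unknown function in Table S1, had a ratio of −1.35 ± 0.08 (SD, n = 3; adjusted p = 0.031). It no longer passed without replicate 1, 2 or 3 of 20 min, although the ratio stayed at −1.31, −1.37 and −1.38, or without replicate 1 or 3 of 60 min (−1.35). The other, MZ00044027, has no annotation and had a ratio of −1.01 ± 0.18 (SD, n = 3; adjusted p = 0.027), a call that ended without replicate 1 (−0.93) or replicate 3 (−0.996) of 20 min, and without replicate 1 or 3 of 60 min, where the ratio stayed the same. At 60 min this probe was lower as well (−1.98 ± 0.22, adjusted p = 3.3e-05).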

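At 20 min 0 members of each of these lists passed the threshold of limma in either direction. For 52 genes of the jasmonate and oxylipin pathway, 3 were higher and 0 lower at an unadjusted p under 0.05, and 0 when adjusted over the list alone. Among 57 proteinase inhibitors 3 were higher and 0 lower at an unadjusted p under 0.05, and 1 was higher when adjusted over the list alone. For 161 chitinases, glucanases and PR proteins 1 was higher and 1 lower at an unadjusted p under 0.05, and for 65 genes of terpene biosynthesis 1 was higher. The counts were 0 and 0 for 58 genes of benzoxazinoid and indole biosynthesis, and 2 and 2 for 140 genes of phenylpropanoid and lignin biosynthesis. In none of these 4 lists did a gene pass when adjusted over the list alone. Of the 5 genes of direct defense that the paper names, 0 passed at 20 min over all probes and 3 were higher when adjusted over the list alone. Of its 5 genes of indirect defense 0 passed and 1 was higher when adjusted over the list alone. The study chose both groups on these arrays, so the counts over the list alone are not independent evidence, and by the dye labels the signs are the opposite.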

At this time point no genes directly or indirectly involved in defense were found to accumulate. 

Exposure of maize leaves for *Z*-3-HOL for 60 min revealed 152 significantly up- or down-regulated genes (Table S2). 

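After 60 min, 737 of 43270 probes were higher in the paper's direction and 151 lower, or 151 higher and 737 lower by the dye labels, at an adjusted p under 0.05. At least a 2-fold difference was found for 459 of the higher and 65 of the lower probes. The 3 arrays had 1 sign for 736 of the higher and 147 of the lower probes. At an unadjusted p under 0.05 there were 2409 higher and 1419 lower probes. Without replicate 1 of 60 min 351 were higher and 48 lower, and without replicate 3 of 60 min 398 and 48. Leaving out replicate 2 of 60 min, the dye swap, left 674 higher probes and gave 639 lower ones. The count of lower probes was 97 without replicate 3 of 20 min, which enters through the estimate of the spread. Plain background subtraction gave 58 higher and 3 lower probes, and median centring in place of Loess 113 and 2. With the methods' t-test 213 probes were up and 15 down. It gave 118 and 10 without replicate 1 of 60 min, 178 and 100 without replicate 2, and 118 and 6 without replicate 3. MZ00005052, a hypothetical protein, was at least 23.2-fold higher after the background correction used here (n = 3; adjusted p = 5.3e-07), its control channel not being well above background on any array, and with no background correction its log2 ratio was 3.47. The lowest ratio was that of a tyrosine-specific protein phosphatase (MZ00015575), −2.04 ± 0.23 (SD, n = 3; adjusted p = 2.6e-05). Of the genes that the paper names, 35 passed at 60 min; 16 of these calls held under every setting, 15 were lost only with plain subtraction or median centring, and 4 also elsewhere.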

As it was found for the 20 min exposure time more than 40% of those genes fall into the “unknown” category. Besides genes involved in general metabolism we identified among those genes with a putative function several categories that may play important roles in GLV-induced defense responses. For example, about 17% percent of the induced genes were putatively involved in signaling, mostly transcription factors. Among those we identified another EREBP (MZ00018574) as well as MYC7 MZ00019886), a putative ortholog of MYC2 of *Arabidopsis*. 

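The EREBP MZ00018574 had a log2 ratio of 2.43 ± 0.21 (SD, n = 3; adjusted p = 6.7e-06) at 60 min. At 20 min it had already passed the threshold with 1.30 ± 0.18 (adjusted p = 0.0051), although not without replicate 1 (1.32) or replicate 3 (1.20) of 20 min, and a change between the time points was not shown (1.13, adjusted p = 0.055). MYC7 (MZ00019886) had a ratio of 1.91 ± 0.15 (SD, n = 3; adjusted p = 3.4e-05) at 60 min and 0.93 ± 0.19 (adjusted p = 0.041) at 20 min. The earlier call of MYC7 ended without replicate 1 (0.82) or replicate 3 (0.94) of 20 min and without replicate 1 or 3 of 60 min (0.93), and also with a dye term, and its change did not pass (0.99, adjusted p = 0.10). Another gene annotated as an ethylene responsive element binding factor, MZ00026596, had a ratio of 2.43 ± 0.05 (SD, n = 3) at 60 min. Of 115 AP2/EREBP factors 7 were higher and 0 lower by limma (8 higher when adjusted over the list alone; 13 higher and 0 lower at an unadjusted p under 0.05). Among 258 MYB, MYC and bHLH factors 8 were higher and 1 lower, or 8 and 2 when adjusted over the list alone, and among 58 WRKY factors 3 and 1 under either adjustment. The WRKY gene MZ00030024 was at least 3.66-fold higher after the background correction used here, its control channel not being well above background, and its log2 ratio with no background correction was 1.02. Higher and lower change places if the dye labels are followed.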

Other genes involved in lipid signaling included allene oxide synthase (AOS, MZ00044190)), lipoxygenase 5 (LOX5, MZ00015701)), lipase 1 (MZ00026739), and hydroperoxide lyase (HPL, MZ00017601). 

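AOS (MZ00044190) had a log2 ratio of 3.39 ± 0.36 (SD, n = 3; adjusted p = 1.6e-06) at 60 min and 0.67 ± 0.28 (adjusted p = 0.61) at 20 min. LOX5 (MZ00015701) reached 3.25 ± 0.20 (SD, n = 3; adjusted p = 2.8e-06), lipase 1 (MZ00026739) 1.96 ± 0.05 (SD, n = 2; adjusted p = 0.00033) and HPL (MZ00017601) 1.49 ± 0.18 (SD, n = 3; adjusted p = 0.00061). The value of lipase 1 rests on replicates 1 and 3, which have the same dye layout, as its spot on replicate 2 was left out. The ratios of the last 3 genes were between 0.21 and 0.30 at 20 min, when none of them passed. Of 52 genes of the jasmonate and oxylipin pathway 14 were higher and 0 lower at 60 min by limma (1 lower at an unadjusted p under 0.05), and 18 were higher and 1 lower when adjusted over the list alone. They included another AOS gene (MZ00034402) with 2.80 ± 0.54 (SD, n = 3; adjusted p = 3.2e-05) and an annotated 12-oxophytodienoate reductase (MZ00027029) with 1.67 ± 0.16 (SD, n = 3; adjusted p = 7.2e-05). The list ranked above the other probes by camera (adjusted p = 4.6e-17). Among the lists that passed at 20 or 60 min with the preset correlation it was the only list that also passed with an estimated correlation (adjusted p = 0.012). These values are in the paper's direction, and the dye labels give the opposite one.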

We also identified 2 putative JAZ genes (MZ00014350, MZ00044135), which may act in this context as suppressors of JA-MYC7-mediated gene expression. Additionally, genes involved in Ca^2+^ signaling including calmodulin (MZ00019632) and several calcium-dependent protein kinases (MZ00050523, MZ00028280) as well as a MAPK6 (MZ00018837) were also found to be significantly upregulated at this time point. 

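The putative JAZ genes MZ00014350 and MZ00044135 had log2 ratios of 2.28 ± 0.05 (SD, n = 3; adjusted p = 7.5e-05) and 1.57 ± 0.11 (SD, n = 3; adjusted p = 0.00013) at 60 min. At 20 min the first was 0.29 ± 0.61 and did not pass. The second was 0.86 ± 0.15 with an adjusted p of 0.052, and it passed with array weights, and when replicate 2 of 60 min was left out, with an adjusted p of 0.043. The array annotates MZ00014350 as an unknown protein and holds no annotation for MZ00044135, so the name JAZ is the paper's. By the dye labels both genes would be lower with Z-3-HOL.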

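At 60 min the log2 ratio of calmodulin (MZ00019632) was 1.62 ± 0.44 (SD, n = 3; adjusted p = 0.00062). It had been 1.44 ± 0.29 (adjusted p = 0.0084) at 20 min, a call that ended without replicate 1 (1.42) or replicate 3 (1.32) of 20 min, and no change was shown between the time points (0.17, adjusted p = 0.96). The calcium-dependent protein kinase MZ00028280 had a ratio of 1.83 ± 0.19 (SD, n = 3; adjusted p = 5.1e-05) at 60 min and of 1.19 ± 0.18 (adjusted p = 0.0084) at 20 min, the latter not past the threshold without replicate 1 (1.16) or replicate 3 (1.29) of 20 min. For the kinase MZ00050523 it was 1.55 ± 0.23 (SD, n = 3; adjusted p = 0.0014) at 60 min and 0.61 ± 0.57 at 20 min. MAPK6 (MZ00018837) had a ratio of 2.51 ± 0.10 (SD, n = 3; adjusted p = 6.3e-06) at 60 min. Its ratio of 0.99 ± 0.30 at 20 min (adjusted p = 0.035) lost the call without replicate 1 (0.92), replicate 2 (0.90) or replicate 3 (1.16) of 20 min and without replicate 1 or 3 of 60 min (0.99). Among 236 genes of calcium signalling 19 were higher and 2 lower at 60 min (21 and 2 when adjusted over the list alone). As a list they did not rank above the other probes (adjusted p = 0.074). Of 114 MAP kinases and phosphatases 2C 4 were higher and 0 lower by limma (8 higher when adjusted over the list alone; 14 higher and 4 lower at an unadjusted p under 0.05). Following the dye labels, each of these ratios changes its sign.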

Besides genes putatively involved in defense signaling we also identified an array of genes with direct or indirect defensive properties at this time point. For example, we found several proteinase inhibitors like Bowman-Burk proteinase inhibitor (14-fold increase, MZ00037085), phytocystatin (MZ00029560), subtilisin/chymotrypsin inhibitor (MZ00041005), ribosome inactivating protein (RIP, MZ00042678), and maize proteinase inhibitor (MIP, MZ00033310) among others to be significantly increased. Likewise, genes involved in the production of volatiles as an indirect defensive measure like sesquiterpene cyclase 1 (13-fold increase, MZ00031736), 1-deoxyxylulose-5-phosphate synthase (MZ00032136), terpene synthase (MZ00030501), linalool synthase (MZ00019729), and a putative salicylic acid carboxyl methyltransferase (MZ00032043) were found to be significantly upregulated at this time. 

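The Bowman-Birk proteinase inhibitor (MZ00037085) had a log2 ratio of 4.26 ± 0.15 (SD, n = 3; adjusted p = 4.4e-07), a 19.1-fold difference. Phytocystatin (MZ00029560) had 3.74 ± 0.54 (SD, n = 3; adjusted p = 1.6e-06) and the maize proteinase inhibitor (MZ00033310) 2.70 ± 0.66 (SD, n = 3; adjusted p = 5.3e-05). The ratios of RIP (MZ00042678) and of the subtilisin/chymotrypsin inhibitor (MZ00041005) were 2.62 ± 0.41 (SD, n = 3; adjusted p = 8.9e-06) and 2.54 ± 0.29 (SD, n = 3; adjusted p = 1.0e-05). All 5 of these genes were higher on all 3 arrays in the paper's direction, and lower on all 3 by the dye labels. Among 57 proteinase inhibitors 9 were higher and 0 lower by limma (10 higher when adjusted over the list alone; 11 higher and 2 lower at an unadjusted p under 0.05), and the list ranked above the other probes by camera with its preset correlation (adjusted p = 0.0015) but not with an estimated one (adjusted p = 0.10). Among 160 chitinases, glucanases and PR proteins, RIP included, 12 were higher and 0 lower by limma (15 higher when adjusted over the list alone; 25 higher and 2 lower at an unadjusted p under 0.05), again above the other probes with the preset (adjusted p = 0.00058) but not with an estimated correlation (adjusted p = 0.19).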

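Sesquiterpene cyclase 1 (MZ00031736) had a log2 ratio of 4.65 ± 0.31 (SD, n = 3; adjusted p = 4.4e-07), a 25.1-fold difference, and 1-deoxyxylulose-5-phosphate synthase (MZ00032136) one of 3.83 ± 0.34 (SD, n = 3; adjusted p = 5.6e-07). Linalool synthase (MZ00019729) had a fitted fold of 6.33 after the background correction used here (n = 3; adjusted p = 2.8e-06). Its control channel was not well above background on any array, so this is no measured size, and with no background correction its log2 ratio was 1.70. The ratio of terpene synthase (MZ00030501) was 2.42 ± 0.21 (SD, n = 3; adjusted p = 1.9e-05). The putative methyltransferase MZ00032043 had 1.60 ± 0.28 (SD, n = 3; adjusted p = 0.0025) and did not pass without replicate 1 of 60 min (1.44). Of 65 genes of terpene biosynthesis 5 were higher and 0 lower by limma (6 higher when adjusted over the list alone; 8 higher and 3 lower at an unadjusted p under 0.05). The median ratio of this list was −0.01 and its mean 0.20, and camera placed it above the other probes without passing the threshold (adjusted p = 0.29). The sign of each value is that of the paper, opposite to the dye labels.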

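The proline-rich proteins MZ00042242, MZ00036743 and MZ00041634 had log2 ratios of 2.40 ± 0.11 (SD, n = 3; adjusted p = 7.1e-06), 2.13 ± 0.18 (SD, n = 3; adjusted p = 1.4e-05) and 2.10 ± 0.11 (SD, n = 3; adjusted p = 0.00016) at 60 min. At 20 min MZ00042242 and MZ00041634 had already passed with 1.50 ± 0.25 (adjusted p = 0.0021) and 1.83 ± 0.61 (adjusted p = 0.0030), the latter not without replicate 3 of 20 min (1.80), whereas MZ00036743 had 0.84 ± 0.15 (adjusted p = 0.068). The glycine-rich protein MZ00043232 had a ratio of 2.80 ± 0.20 (SD, n = 3; adjusted p = 2.8e-06) and cinnamoyl-CoA reductase (MZ00023228) one of 1.86 ± 0.15 (SD, n = 3; adjusted p = 0.00018) at 60 min, against 0.03 and 0.01 at 20 min. Among 240 cell wall proteins rich in proline or glycine 6 were higher and 1 lower at 60 min under either adjustment, over all probes and adjusted over the list alone, and the list did not rank above the other probes (adjusted p = 0.39). In the lignin and phenylpropanoid list of 140 genes 2 were higher and 0 lower by limma (2 higher when adjusted over the list alone; 8 higher and 1 lower at an unadjusted p under 0.05). By the dye labels the proteins named here would be lower.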

Interestingly, we also identified several genes involved in cell wall strengthening including proline-rich proteins (MZ00036743, MZ00041634, MZ00042242), glycine-rich proteins (MZ00043232) as well as a gene putatively involved in lignin biosynthesis, cinnamoyl-CoA reductase (MZ00023228). On the other side, transcript levels for a β-expansin (MZ00018192), which is essential for cell wall loosening during cell expansion, were significantly down. 

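The β-expansin MZ00018192, annotated as β-expansin 6, had a log2 ratio of −1.86 ± 0.43 (SD, n = 3; adjusted p = 0.00080) at 60 min in the paper's direction, and a positive one by the dye labels. At 20 min it was −0.37 ± 0.60 and did not pass. Of 116 expansins and xyloglucan enzymes 0 were higher and 2 lower at 60 min by limma (1 and 2 when adjusted over the list alone; 3 higher and 6 lower at an unadjusted p under 0.05).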

A glutathion-S-transferase (MZ00025768) was found to be among the most highly upregulated genes at this time point and may, like metallothionein, be involved in the binding of xenobiotics including *Z*-3-HOL itself [42].

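The glutathione S-transferase MZ00025768, annotated as GST 20, had a log2 ratio of 3.89 ± 0.27 (SD, n = 3; adjusted p = 8.6e-07) at 60 min, a 14.9-fold difference. It had 1.72 ± 0.43 (adjusted p = 0.0026) at 20 min, a call that was lost without replicate 3 of 20 min (1.72), and with plain background subtraction or median centring. Among 77 glutathione S-transferases 6 were higher and 0 lower at 60 min by limma, the same when adjusted over the list alone, and 7 were higher and 4 lower at an unadjusted p under 0.05. These are values in the paper's direction, which the dye labels turn.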

As described above, we identified 20 genes that are significantly (≥2-fold) upregulated 20 min after exposure to *Z*-3-HOL, and a total of 152 genes that showed significant increases 60 min after exposure to this volatile compound. We could only identify 4 genes that overlapped in their expression level over this time course including a helix-loop-helix DNA binding protein (MZ00005265) and 3 genes of unknown function (Figure 1C). 

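In the paper's direction 48 probes were higher at both time points, where independent sets of that size would share 1.57, and 1 was lower at both; by the dye labels these would be 48 lower and 1 higher. The count of shared higher probes was 15 without replicate 1 of 20 min and 7 without its replicate 3, and 24 and 22 without replicates 1 and 3 of 60 min. Across probes, which are not independent replicates, the mean ratios at 20 and 60 min had a Pearson r of 0.152. The helix-loop-helix protein MZ00005265 had a log2 ratio of 2.23 ± 0.15 (SD, n = 3; adjusted p = 0.00037) at 20 min and 2.07 ± 0.42 (adjusted p = 5.5e-05) at 60 min, and no change between them was shown (−0.16, adjusted p = 0.96). For MZ00022466 the pair of ratios was 2.43 and 2.33, for MZ00017211 2.28 and 2.19, and for MZ00039367 1.43 and 2.11. The changes of these genes did not pass either (adjusted p = 0.97, 0.97 and 0.65).

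**Figure D1:**
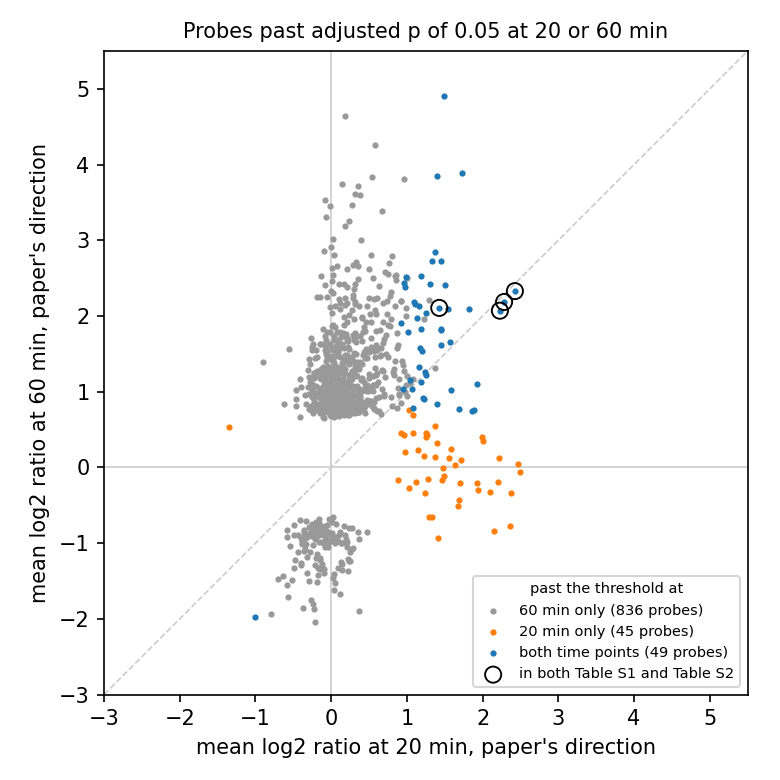
Mean log2 ratio at 20 min (horizontal) against 60 min (vertical) of the probes past the threshold at either time point, in the paper's direction. Probes that lack an estimate at a time point are not drawn. Each point is the mean of up to 3 arrays and the broken line marks equal ratios. Circles mark the 4 genes of both Table S1 and Table S2, 3 of which lie close to the line with ratios from 2.07 to 2.43.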

By looking at the time course of genes that are differentially expressed at the selected time points, in particular transcription regulators, it became obvious that during exposure to *Z*-3-HOL very distinct sets of these regulators are expressed in a temporal manner. Only the above-mentioned helix-loop-helix DNA binding protein was found to be significantly up over the time course covered by this study (Figure 1A, B), strongly suggesting the existence of several tiers of transcriptional regulation of *Z*-3-HOL-induced responses. 

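Of the 94 probes past the threshold at 20 min, 45 did not pass at 60 min, and for 27 of these the change between the time points itself passed, toward a lower ratio at 60 min. Of the 888 probes past the threshold at 60 min, 223 were not called at 20 min and lay further from 0 at 60 min by the same test of the change. Some regulators that were high at 20 min had ratios near 0 at 60 min, with −0.06 ± 0.57 for MZ00017552, 0.05 ± 0.55 for MZ00029551 and 0.12 ± 0.10 for MZ00020958 (SD, n = 3; adjusted p of the change 0.0023, 0.0027 and 0.0010), and with plain background subtraction or median centring the change was lost for all 3. The helix-loop-helix gene MZ00005265, which was as high at 20 min (2.23), still had 2.07 ± 0.42 at 60 min. Of the 5 regulators of the 60 min exposure that the paper names in its text, all 5 were higher at 60 min and 3 at 20 min (4 at 20 min when adjusted over the list alone), and the change passed for 1 of them (4 when adjusted over the list alone). The study chose these genes on the same arrays, so the counts over the list alone are not independent evidence. Each time point was scanned as a set of its own, so exposure time and scanning batch cannot be told apart in any of these changes. The dye labels turn the ratios and the direction of each change, but not its size or its p. From sets of regulators that peak at different times, with only the helix-loop-helix gene significantly up throughout (Figure 1A, B), the paper proposes that several tiers of transcriptional regulation exist in the response to Z-3-HOL.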

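The change between 20 and 60 min was tested in the groups of genes that the paper names, and the ratio rose in the paper's direction for all 5 genes of direct defense, all 5 of indirect defense and all 4 of lipid signaling at an adjusted p under 0.05 (5, 5 and 4 when adjusted over the list alone). In the group of structural integrity the change passed for 3 of 6 genes, all of them toward a higher ratio (4 higher and 1 lower when adjusted over the list alone). In this group 2 genes had been higher at 20 min already (3 when adjusted over the list alone), 5 were higher at 60 min, and 1, the β-expansin, was lower. The change passed for fewer of these genes when an array was left out: without replicate 3 of 20 min for 3 of direct defense, 4 of indirect defense, 2 of lipid signaling and 1 of structural integrity, without replicate 1 of 60 min likewise for 3, 4, 2 and 1, without replicate 3 of 60 min for 4, 4, 2 and 1, without replicate 1 of 20 min for 3, 4, 3 and 2, without its replicate 2 for 4, 5, 3 and 3, and without replicate 2 of 60 min for 4, 5, 4 and 3. With median centring it was kept by 1 gene of direct and 1 of indirect defense only, and all were lost with plain background subtraction. The groups come from the same arrays and are not independent evidence. By the dye labels each rise would be a fall, and each time point was scanned as its own batch.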

Genes involved in direct or indirect defenses, lipid signaling, as well as those with a function in cell wall reinforcement were only significantly up at 60 min after exposure (Figure 1B). 

**Figure 1:**
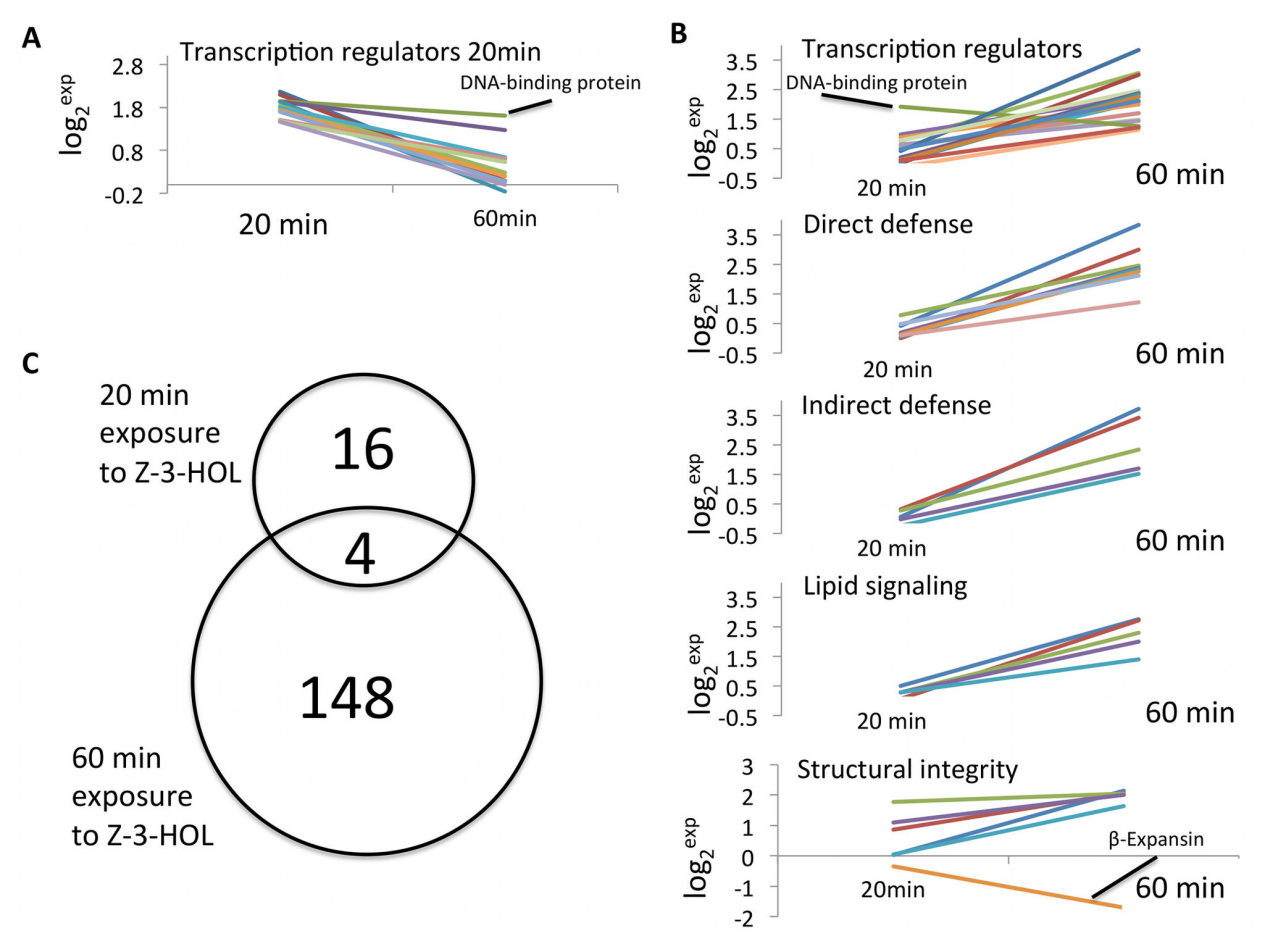
Microarray expression analysis after 20 and 60 min of exposure to Z-3-hexenol. A, time course of transcription factors (TF) with maximum expression after 20 min of exposure. B, time course of genes putatively involved in transcription, direct defense, indirect defense, lipid signaling, and maintenance of structural integrity with maximum expression after 60 min of exposure. Among those groups only β-expansin showed a significant reduction 60 min after exposure (structural integrity panel). Numbers displayed show log_2_-based increases. For A and B, averages of 3 independent microarrays are shown. All genes showed a significant change in expression of ≥2-fold (p≤0.05). C, overlap of gene expression between 20 and 60 min of exposure.

To confirm the results obtained by the microarray analysis we performed a first PCR-based study of 6 genes selected from the microarray results in response to the same treatment in the same maize B73 inbred line. We selected allene oxide synthase (AOS, MZ00044190), ribosome-inactivating protein (RIP, MZ00042678), lipase 2 (Lipase 2, MZ00036047), and the transcription factors WRKY12 (MZ00042508), EREBP 4 (MZ00031018), and MYC7 (MZ00019886) (seeTable 1). We performed a quantitative PCR analysis of these genes with GapC as the internal standard (see *Material and Methods*). 

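WRKY12 (MZ00042508) had a log2 ratio of 1.22 ± 0.29 (SD, n = 3; adjusted p = 0.0099) at 20 min, which did not pass without replicate 1 (1.31) or replicate 3 (1.30) of 20 min. At 60 min it was 0.15 ± 0.19 (adjusted p = 0.93), and the change between the time points did not pass (−1.07, adjusted p = 0.093). Lipase 2 (MZ00036047) had a ratio of 0.28 ± 0.50 at 20 min. At 60 min its fitted fold after the background correction used here was 4.22 in the paper's direction (n = 3; adjusted p = 0.00013). Its control channel was not well above background on any array, so this is no measured size, and with no background correction its log2 ratio was 1.22. By the dye labels both genes would be lower.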

The selected genes were not all chosen from those significantly upregulated in the microarray, but were also selected from those showing a non-significant increase in transcript level. This was done to not only confirm the array results, but also to test for the overall quality of the array. 

**Table 1:** Genes selected for PCR-based expression analyses with primer sequences.

**Name/ Identifier(ID)**	**Putative annotation**	**Primer 5’ - 3’**	**Sequence**	**Microarray fold increase**
TC261915/ MZ00016998	EF-hand calcium binding protein CCD1	forward/ reverse	CACCAGCTGATGATGACGAC/ ATGGGAATTGGGAAGGAAAG	3.56 at 20min
TC277131/ MZ00031018	EREBP-like protein 4	forward/ reverse	GTGGTGGTGCGATCCTCGCC/ GGATCTCGGCGGCCCACTTG	2.46 at 20min
TC260428/ MZ00042508	Transcription factor WRKY12	forward/ reverse	GCCAAGCGCTGGAAGCAGGA/ GGCCATCAAGGCCCCGGAAC	1.86 at 20min
TC202729/ MZ00042678	Ribosome inactivating protein (RIP)	forward/ reverse	CCCGTGGAGGACACGGCCTA/ TGTCGCCGTCCTTGCCGAAC	4.78 at 60min
TC248865/ MZ00019886	Transcription factor MYC7	forward/ reverse	GTCTGCTTCCCCGTCGGCAC/ GCGTCGGCGAGCCATAGCAT	2.80 at 60min
AZM4_22891/ MZ00036047	Putative lipase (Lipase 2)	forward/ reverse	TATACAAGACGCCGGGAGAC/ GATCTGTGGTGCCGTCTGT	2.30 at 60min
TC271827/ MZ00044190	Allene oxide synthase (AOS)	forward/ reverse	GACCGCCTCGACTTCTACTAC/ GAAGAGCAGCTGCTTCACCTT	4.02 at 60min
TC260211/ MZ00024620	Allene oxide cyclase (AOC)	forward/ reverse	AAGGTGCAGGAGCTGTACG/ CAGGTACGACTCCTCGTAGGT	1.56 at 60min
TC270178/ MZ00019632	Calmodulin-like	forward/ reverse	AATAATCCCGCCTCGTATCC/ GTCGAAGAGGTCGAACACG	2.84 at 60min

Displayed are also the fold-increases for the respective genes in the microarray study after high Z-3-hexenol exposure. 

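On the arrays the fold difference at 20 min was 4.00 for CBP CCD1 (MZ00016998) and 2.33 for WRKY12 (MZ00042508). At 60 min it was 10.5 for AOS (MZ00044190), 6.16 for RIP (MZ00042678), 3.77 for MYC7 (MZ00019886) and 3.06 for calmodulin (MZ00019632), in the paper's direction in each case and downward by the dye labels. The oligo given for allene oxide cyclase, MZ00024620, is annotated on the array as a dynamin homolog, and its log2 ratio of 0.45 ± 0.07 (SD, n = 3; adjusted p = 0.27) at 60 min did not pass.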

Selection of genes for this study was based on the temporal expression pattern and their putative involvement in cellular signaling, transcriptional regulation, and defense.

Among the 6 genes tested by PCR at high *Z*-3-HOL (as used in the microarray study) we found 5 of them following the same temporal pattern established by the microarray. AOS, RIP, MYC7, and lipase 2 showed maximum transcript accumulation 60 min after exposure, and WRKY12 a maximum at 20 min (Figure 2). Only EREBP, which on the microarray showed a 2.46-fold increase 20 min after treatment, had its maximum transcript accumulation in the PCR confirmation at 60 min (2.2-fold increase) (Figure 2, Table 1). 

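The EREBP MZ00031018 was 3.78-fold higher on the arrays at 20 min and 2.16-fold higher at 60 min in the paper's direction, or lower by as much if the dye labels are followed. As the test of its change gave no difference past the threshold, the arrays do not show which time point was higher.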

**Figure 2:**
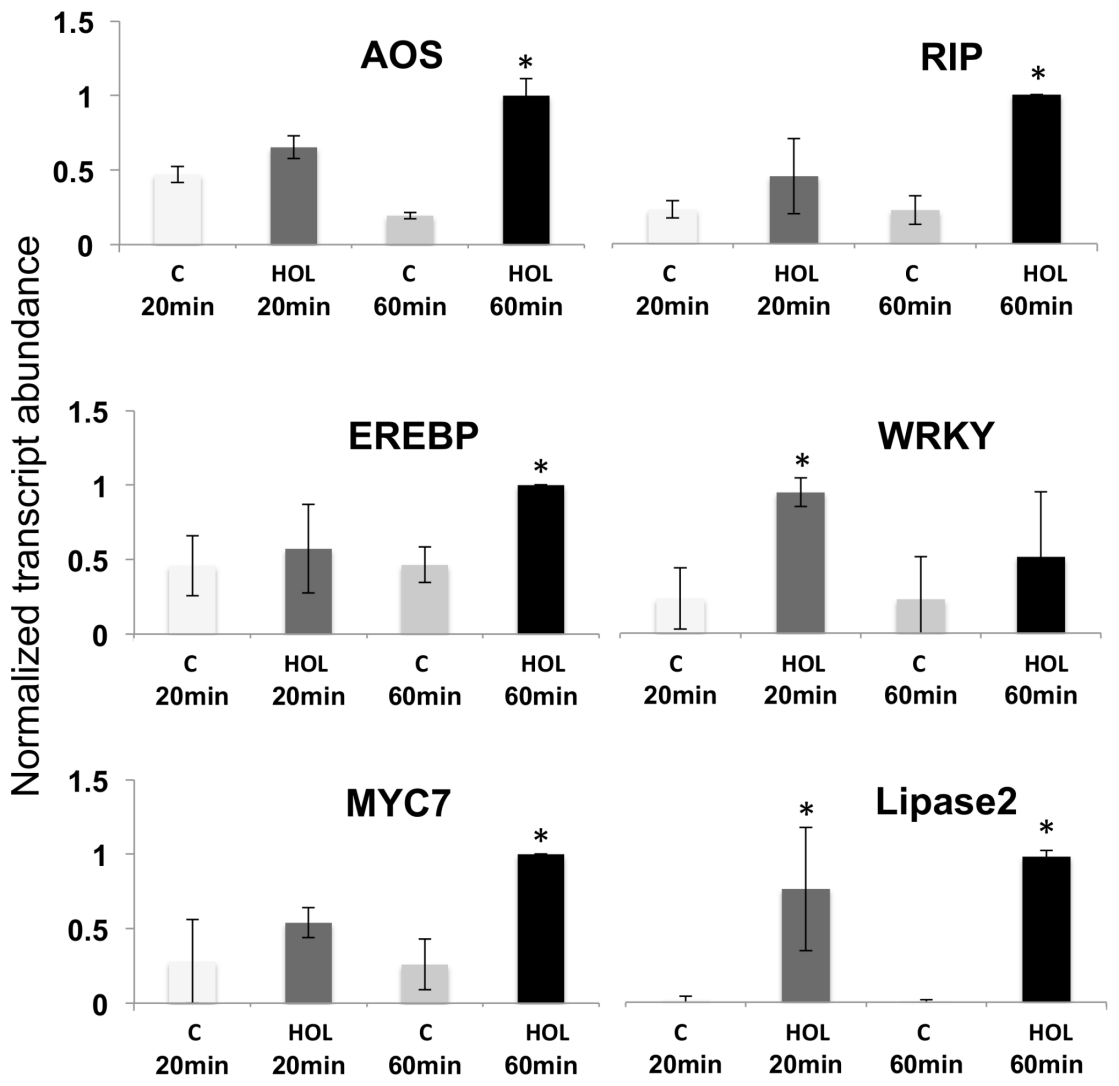
Confirmation of microarray results with selected genes by quantitative PCR. Gene expression is displayed as relative abundance of transcripts in maize leaves (Inbread line B73) after exposure to Z-3-hexenol (app. 1.4 µM in the gas phase) for 20 and 60 min. Data is expressed as the gene/GapC ratio. Data were normalized. All experiments have been performed with at least three biological replicates. A Student’s *t*-test was used for proof of significance (*, p≤0.05) when compared to the respective control. The lines on each bar represent standard deviation. Abbreviations: AOS, allene oxide synthase; RIP, ribosome inactivating protein; EREBP, ethylene response element binding protein.

While the concentration of *Z*-3-HOL used in the above-described microarray study has to be considered too high to occur in nature as a means of interplant communication caused by insect herbivory it may mimic the situation at and around the site of actual damage. We therefore performed an additional study with a100-fold reduced concentration of *Z*-3-HOL (approximately 14 nM maximum concentration in the gas phase) that matches more accurately the amounts of GLV which are released by maize seedling in response to mechanical damage and insect herbivory and may be received by neighboring plants [33]. Additionally, we used an “open” system, in which the glass cylinders containing the maize seedlings for exposure to *Z*-3-HOL were placed on spacers to allow for a better gas exchange and therefore reduced some stresses caused by closed systems. Also, we selected another maize cultivar (*Zea mays* cv. Kandy King) for these experiments since it had been used before to study the physiological effects of GLV and IE on maize defense responses [41,43-45]. In addition to the 6 genes listed above we also monitored transcript accumulation of CBP CCD1 (MZ00016998), calmodulin (MZ00019632), and allene oxide cyclase (MZ00024620) (Table 1) and we also expanded the time course from the microarray experiment to obtain more data on the temporal expression pattern of the selected genes. Based on the temporal pattern of transcript accumulation 3 distinct groups can be distinguished. WRKY12, a transcription factor was distinctly upregulated at 20 min, but declined rapidly thereafter. Likewise, CBP CCD1 was also only upregulated at 20 min after exposure (Figure 3). In contrast, calmodulin, MYC7, and lipase 2 showed maximum transcript accumulation at 60 min, whereas AOS, AOC, RIP, and also EREBP appear to level out between 60 and 120 min of exposure (Figure 3). 

**Figure 3:**
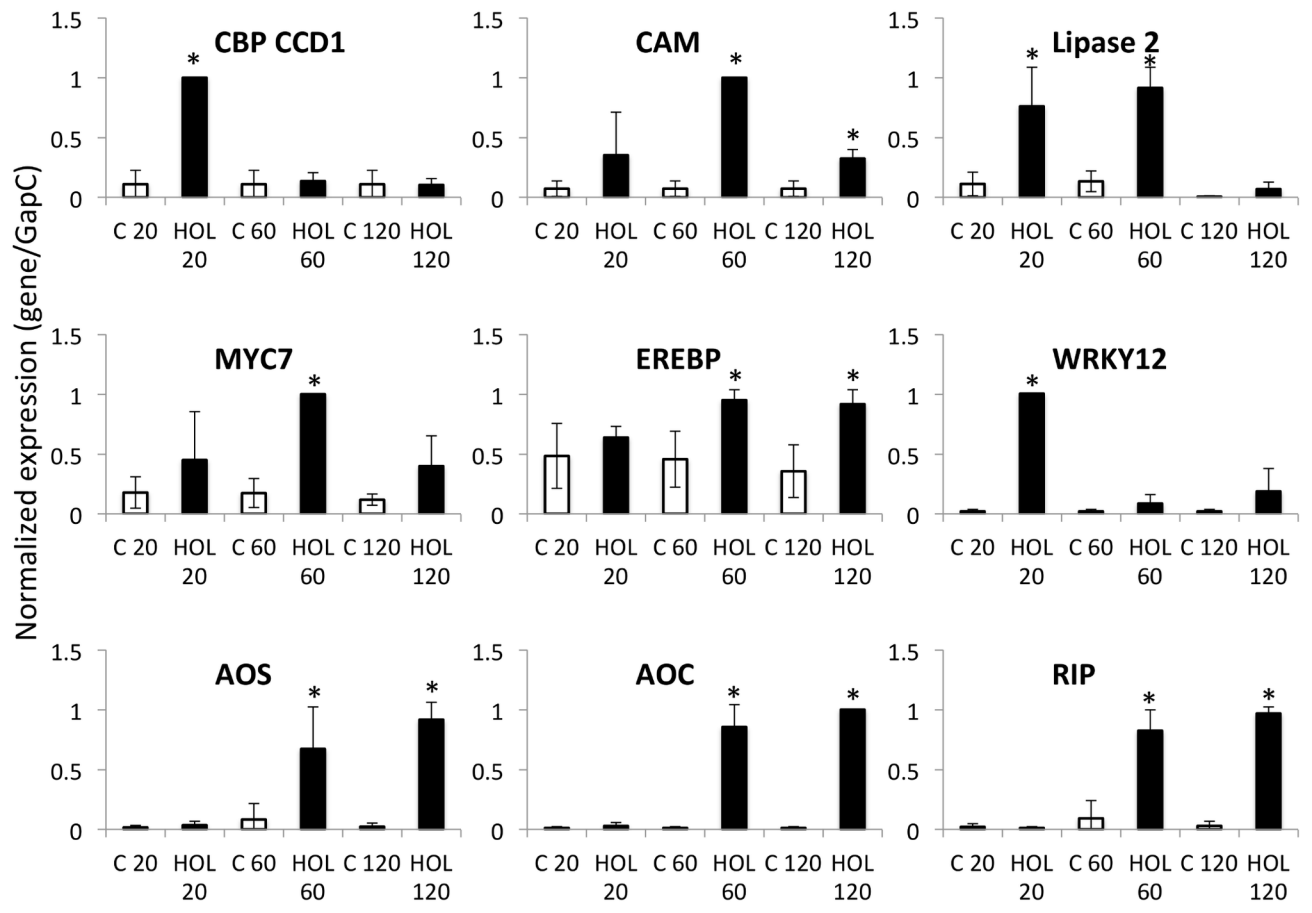
Analysis of gene expression of selected genes (see Table 1) by PCR after exposure to low concentrations of *Z*-3-hexenol. Gene expression is displayed as relative abundance of transcripts in maize leaves (cv “Kandy King”) after exposure to Z-3-hexenol (app. 14 nM in the gas phase) for 20, 60, and 120 min. Data is expressed as the gene/GapC ratio. All data were normalized. All experiments have been performed with at least three biological replicates. A Student’s *t*-test was used for proof of significance (*, p≤0.05) when compared to the respective control. The lines on each bar represent standard deviation. Abbreviations: C, control; HOL, Z-3-hexenol; AOS, allene oxide synthase; AOC, allene oxide cyclase; CBP CCD1, EF-hand Ca^2+^-binding protein CCD1; CAM, calmodulin; EREBP, ethylene response element binding protein; RIP, ribosome inactivating protein.

Since GLV have been described to have their major biological activity in the plant defense response against insect herbivores we also tested the 9 genes described above for their response to IE treatment (here: volicitin) over the same time course. While all 9 genes responded to volicitin treatment with enhanced transcript accumulation we also detected some differences in the temporal distribution of these transcripts. For example, AOS, AOC, WRKY12, and RIP appeared to increase most significantly between 60 and 120 min after treatment. Others like lipase 2 and CBP CCD1 maintained higher expression levels over a longer period of time (Figure 4). Mostly, however, with the exemption of WRKY12, gene expression induced by treatment with volicitin followed a similar general pattern when compared to *Z*-3-HOL treatment.

**Figure 4:**
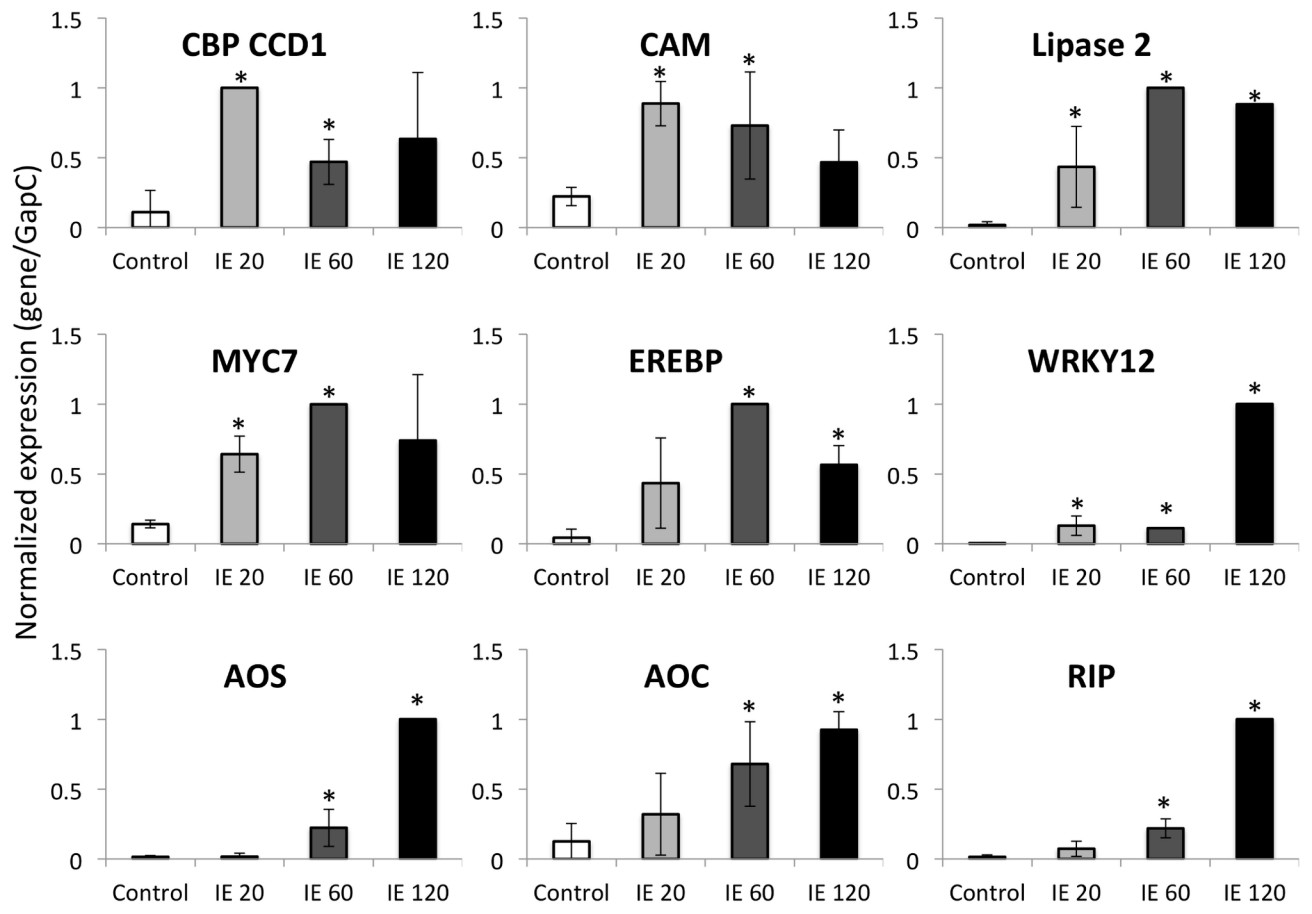
Transcript accumulation of selected genes after treatment with insect elicitor. Gene expression is displayed as relative abundance of transcripts in maize leaves (cv “Kandy King”) 20, 60, and 120 min after treatment. Data is expressed as the gene/GapC ratio. All data were normalized. Experiments have been performed with at least three biological replicates. A Student’s *t*-test was used for proof of significance (*, p≤0.05) when compared to the respective control. The lines on each bar represent standard deviation. Abbreviations: C, control; ie, insect elicitor (volicitin); AOS, allene oxide synthase; AOC, allene oxide cyclase; CBP CCD1, EF-hand Ca^2+^-binding protein CCD1; CAM, calmodulin; EREBP, ethylene response element binding protein; RIP, ribosome inactivating protein.

To further compare *Z*-3-HOL induced gene expression with that after IE treatment we also performed a microarray analysis of volicitin-induced gene expression in B73 maize. However, this experiment was constrained due to the discontinuation of the platform by the Maize Microarray Project at the University of Arizona. Therefore, only 1 time point (60 min) was monitored and thus allows only for a limited assessment of IE-induced global changes in gene expression. We analyzed leaf segments including the elicitor application site that corresponded to those used for the *Z*-3-HOL-induced gene expression study. Two leaf segments were pooled for one biological replicate and a total of 4 biological replicates were performed. We identified 126 genes that were significantly altered in their expression (≥2-fold up- or down-regulated) at this time point (Table S3). 

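The 126 genes of Table S3 were chosen on the arrays of the volicitin treatment, which are not analysed here. On the arrays of the Z-3-HOL exposure 94 of them were higher at 60 min in the paper's direction and 3 lower (109 and 3 when adjusted over the list alone). The methods' t-test found 69 of them up, and 42, 56 and 47 without replicate 1, 2 or 3 of 60 min. At 20 min 28 were higher and 0 lower by limma (69 higher when adjusted over the list alone; 70 higher and 0 lower at an unadjusted p under 0.05). The change from 20 to 60 min passed for 47 genes toward a higher and 3 toward a lower ratio (83 and 7 when adjusted over the list alone). With the dye labels, higher and lower are exchanged.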

Among those genes we identified 65 that were also upregulated after *Z*-3-HOL exposure. While the presence of almost 50% unknown genes makes it difficult to characterize major differences between *Z*-3-HOL and IE-induced gene expression, we noticed several differences that confirmed previous studies. For example, the gene for indole-3-glycerol lyase (Igl) (MZ00005958), which is a key enzyme in volatile indole biosynthesis, was 3.6-fold upregulated 1h after IE treatment, but not after exposure to *Z*-3-HOL. Likewise, the gene for ACC oxidase (MZ00039812), which produces ethylene, was 3.3-fold upregulated by ie, but not affected by *Z*-3-HOL. 

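On the arrays of the Z-3-HOL exposure the log2 ratio of Igl (MZ00005958) was 0.16 ± 0.16 (SD, n = 2; adjusted p = 0.97) at 60 min and 0.37 ± 0.89 (SD, n = 3) at 20 min, both in the paper's direction and negative by the dye labels. Neither passed the threshold, and on 1 of the 3 arrays of 60 min the spot had been marked as bad and was left out.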

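ACC oxidase (MZ00039812) did not pass at 60 min of Z-3-HOL exposure (n = 3; adjusted p = 0.53). Its signal was not well above background in either channel on any of the 3 arrays, so no ratio is given. Only when the mean of the foreground pixels replaced their median did it pass (adjusted p = 0.013). In a list of 23 genes of ethylene biosynthesis 5 were higher and 0 lower by limma (5 higher when adjusted over the list alone; 8 higher and 0 lower at an unadjusted p under 0.05), and the list ranked above the other probes by camera with its preset correlation (adjusted p = 1.9e-05) but not with an estimated one (adjusted p = 0.16). Words for S-adenosylmethionine synthetase were matched beside those for ACC synthase and oxidase, so the counts do not show which enzyme rose. These signs are the paper's and not those of the dye labels.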

A high degree of correlation was however found by comparing genes involved in direct and indirect defenses including protease inhibitors and those responsible for HIPV production. When we compared transcript accumulation of these defense genes at the 1h time point based on the microarray data for both treatments we found that between the two treatments a total of 15 genes involved in the direct and indirect defense response against insect herbivores were induced (Figure 5). However, not all genes were induced by both treatments similarly. *Z*-3-HOL induced the significant accumulation of 12 defense genes at this time point, while volicitin-treatment only induced 9 of these genes. 

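After 60 min of Z-3-HOL exposure the putative serine protease MZ00043994 had a log2 ratio of 1.55 ± 0.36 (SD, n = 3; adjusted p = 0.0019) in the paper's direction. The class IV chitinase MZ00018180 had one of 0.94 ± 0.26 (SD, n = 3; adjusted p = 0.045). This call ended without replicate 1 (0.96), replicate 2 (1.06) or replicate 3 (0.80) of 60 min and without replicate 1 or 3 of 20 min, where the ratio stayed at 0.94. Both genes would be lower by the dye labels, and the volicitin values beside them are not analysed here.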

Only three defense genes including a putative serine protease (MZ00043994), a class IV chitinase (MZ00018180), and Igl (as mentioned above) were significantly higher induced in volicitin-treated maize seedling when compared to *Z*-3-HOL-exposed plants. This finding strongly suggests a high direct defense induction potential for *Z*-3-HOL. 

**Figure 5:**
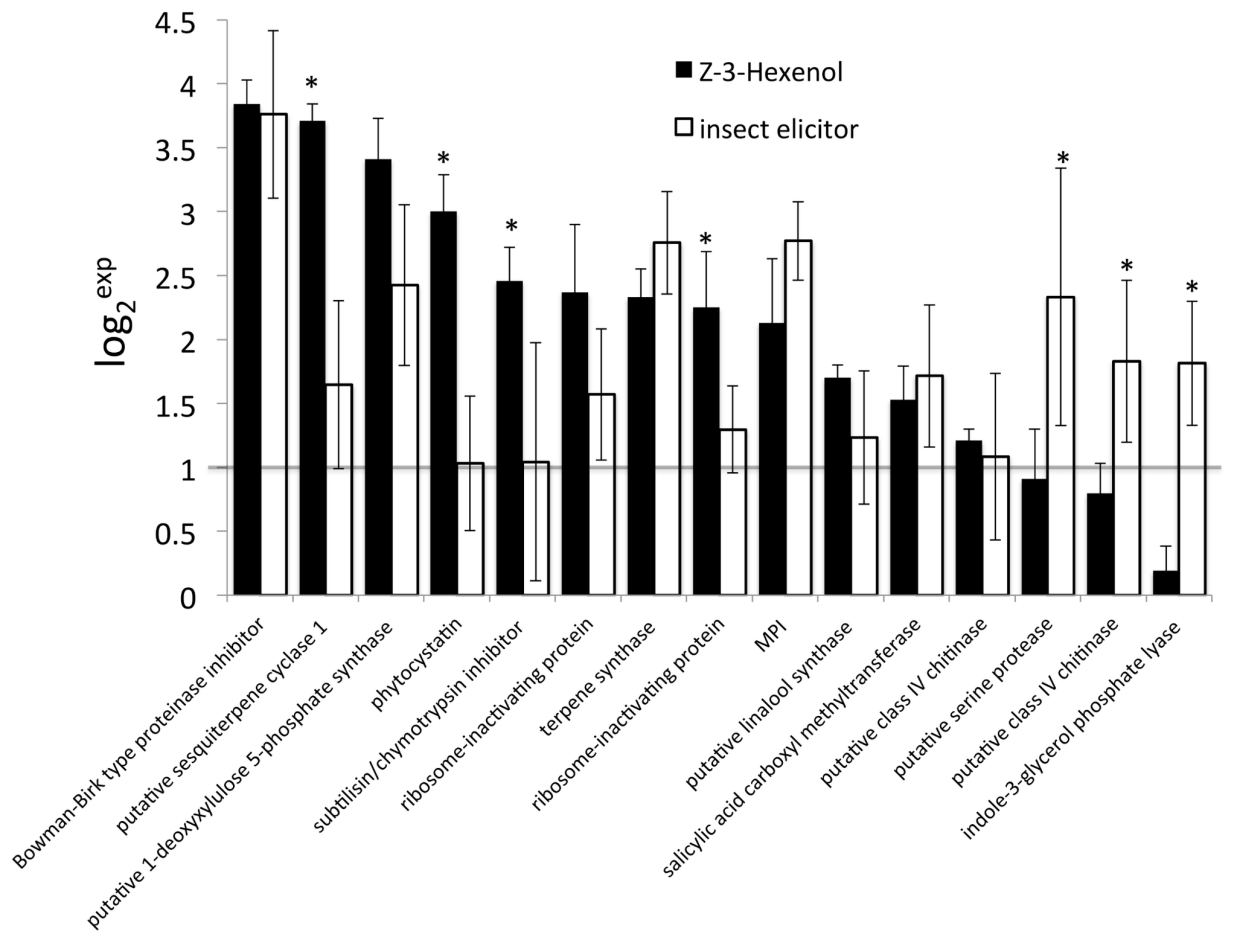
Microarray expression analysis of genes putatively involved in direct and indirect defenses at 60 min after treatment with Z-3-hexenol (black bars) and insect elicitor (volicitin) (white bars). The averages of log_2_-based increases of 3 independent microarrays (for Z-3-hexenol) and 4 independent microarrays for insect elicitor treatment are shown. At least one treatment for every pair displayed resulted in a significant increase of expression of ≥2-fold (p≤0.05). Error bars represent standard deviation. A Student’s *t*-test was used for proof of significance (*, p≤0.05) between Z-3-hexenol and insect elicitor treatment for individual genes.

While GLV are produced and released by all plant species tested to date after mechanical wounding and insect herbivory, other potential volatile signaling compounds are released in a more species-specific fashion and may include MeJA and MeSA among various other compounds. Since these two compounds in particular have been demonstrated to exhibit defense-inducing potential we also tested them for their activity on transcript accumulation of the 6 selected genes described above. In addition we tested E since it is usually also released by plants under insect herbivore attack. We used similar concentrations and followed the original time course (20 min and 60 min) of the microarray study as described above. Surprisingly, we could not detect any transcript accumulation for any of the selected genes over the selected time course (Figure 6) strongly suggesting that these volatile signals individually do not play a significant role in the regulation of anti-herbivore related plant defenses. 

**Figure 6:**
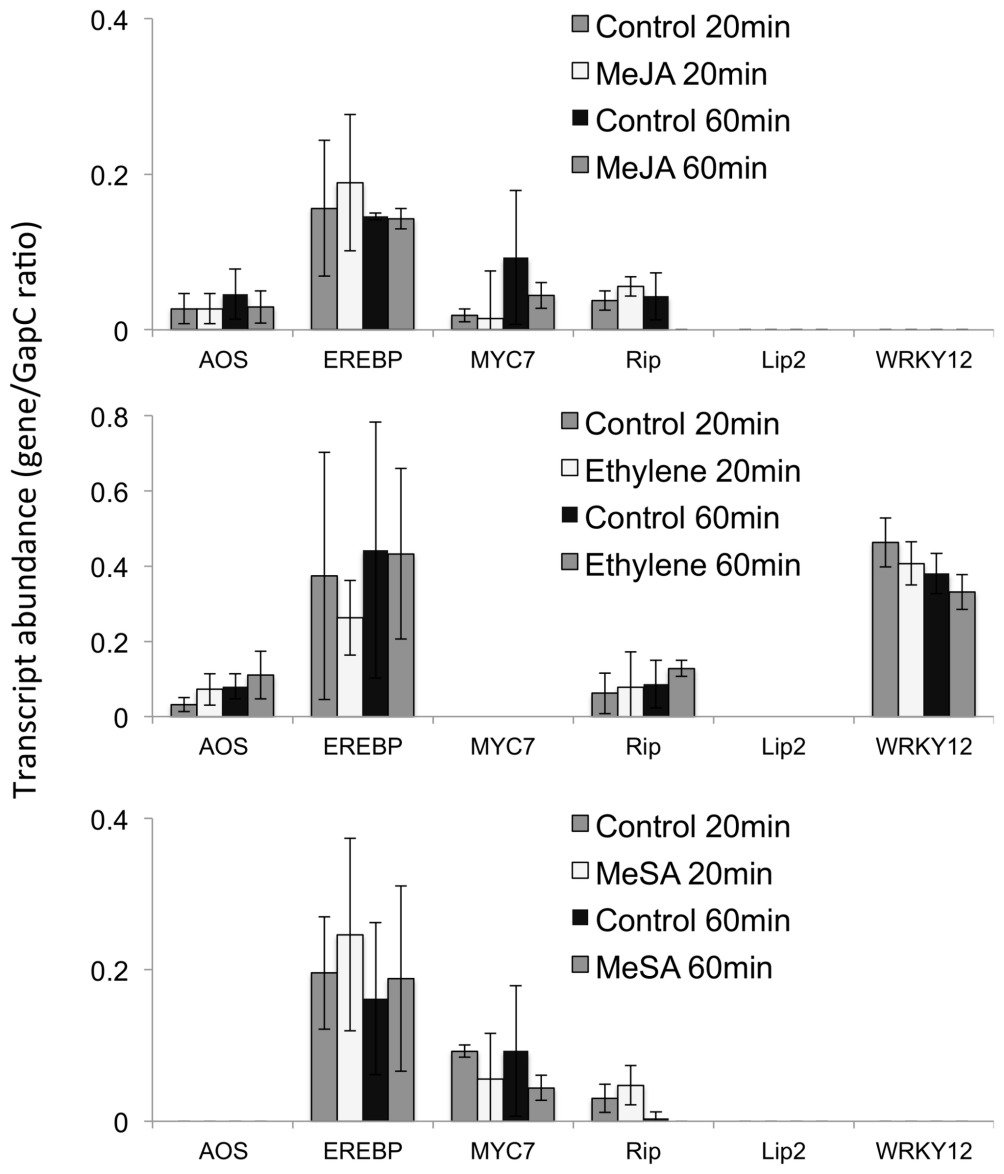
Comparison of defense gene expression in maize seedlings treated with methyl jasmonate, ethylene, and methyl salicylate. Gene expression is displayed as relative abundance of transcripts in maize leaves (Hybrid line “Kandy King”) 20 and 60 min after exposure to the respective volatile signaling compound. Data is expressed as the gene/GapC ratio. All experiments have been performed with at least three biological replicates. The lines on each bar represent standard deviation. Abbreviations: MeJA, methyl jasmonate; MeSA, methyl salicylate; AOS, allene oxide synthase; RIP, ribosome inactivating protein; EREBP, ethylene response element binding protein. No significant differences between treatment and control (Student’s *t*-test, P<0.05, *t*-test) were observed for any of the treatments.

## Discussion

In recent years green leaf volatiles (GLV) have emerged as important signals for plants in response to insect herbivory. GLV are released immediately after leaves get damaged by feeding insects and may serve as signals not only locally around the damage site, but also for other parts of the same plant as well as for other plants that are eavesdropping on their neighbor’s misery [4]. While physiological responses to GLV have mostly been described as incomplete or weak when compared to those induced by either actual herbivore damage or application of JA as the major regulator of defenses, they have nonetheless been demonstrated to have a significant impact on herbivore and pathogen performances as well as the physiological responses to insect-derived elicitors [22-27,34-37]. For the past 10 years the focus of research related to the biological activity of GLV was on their capacity to prime plants against insect herbivore damage resulting in a stronger and faster response to this kind of damage [23-27,33]. It was found that this priming effect was specifically herbivory-related, while for example responses to mechanical damage alone were not affected [33]. This priming effect has been shown for various plant species and was always specific with regard to the defensive action that was used by the respective plant. For example, maize produced more volatiles in response to IE treatment when plants were previously exposed to GLV [33] while Lima beans (*Phaseolus lunatus*) enhanced their extrafloral nectar production and *Nicotiana attenuata* produced more proteinase inhibitors [23,26,27]. From these and other studies it became obvious that GLV activity is tightly associated with the JA signaling pathway. However, even though GLV caused an immediate accumulation of JA in monocots, no such response was ever described for dicot plants despite the fact that they also showed a JA-dependent priming response [37,39]. While all this has been described repeatedly, there is still very little known about how GLV cause plants to activate their defenses. The goal of the project presented herein was therefore to further characterize the biological activity of *Z*-3-HOL as our model GLV by studying changes in global gene expression. Since GLV were found previously to induce JA accumulation very quickly [41], we focused on rapid changes in the transcriptome in an attempt to identify early regulatory elements activated by *Z*-3-HOL. By looking at transcriptome changes 20 and 60 min after exposure we could clearly identify 2 distinct tiers of transcriptional regulation indicated by the lack of overlapping genes between the two time points, in particular transcriptional regulators and defense genes. And although the absolute number of transcriptional regulators that are up at 60 min is higher, they represent only 10-15% of all significantly changed genes. In contrast, transcriptional regulators account for almost 50% at the early time point. While the functional role of these transcriptional regulators is still unknown, it must be assumed that these early regulators are serving as main switches for all subsequent metabolic remodeling through the activation of a second-tier level of genes. Interestingly, maize MYC7, a putative ortholog of the *Arabidopsis* MYC2, was found to belong to the second tier of transcriptional regulators, while in *Arabidopsis* it is definitely among the more rapidly induced genes [46]. There, MYC2 was found to be an essential regulator of JA-induced transcriptional changes, in particular those induced by mechanical wounding, and thus, is essential for defense regulation [46]. However, in a previous study on elicitor-induced distant signaling in maize we found that MYC7 transcripts did not accumulate after mechanical wounding alone, but required the presence of an IE to become activated [45]. In fact, IE treatment not only induced MYC7 accumulation at the damage site, but also in other undamaged parts of the plant [45]. 

Aside from transcriptional regulators the results of this microarray study clearly support the functional role of GLV in the wound and defense response of maize. Most, if not all relevant aspects of responses to these damaging events are to some degree covered by the genes activated by *Z*-3-HOL. For example, Ca^2+^ signaling has been reported previously to be an important factor in the regulation of plant defenses against insect herbivores and cytosolic Ca^2+^ levels were found to increase not only with insect herbivore damage, but also with the application of IE and also by exposing plants to GLV [47-51]. In accordance with these findings we identified several genes involved in Ca^2+^ signaling. For example, CBP CCD1 was upregulated already 20 min after exposure, while calmodulin, another important Ca^2+^-binding protein as well as a Ca^2+^-ATPase (MZ00047131) and two Ca^2+^-dependent protein kinase were significantly upregulated at 1 h. 

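The Ca2+-ATPase MZ00047131, annotated as a type IIB calcium ATPase, had a log2 ratio of 2.50 ± 0.11 (SD, n = 3; adjusted p = 8.7e-06) at 60 min and did not pass at 20 min, when its control channel was not well above background on any array; the adjusted p of the change was 0.0020. Of the 4 calcium signaling genes that the paper's results name, 3 were higher at 20 min (4 when adjusted over the list alone), 3 at 60 min (3 when adjusted over the list alone), and the change passed only downward, for 1 of them (2 higher and 1 lower when adjusted over the list alone). The study picked them on these arrays, so they are not independent evidence, and the signs are opposite by the dye labels.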

Mechanical damage as it occurs during insect herbivory already denotes a significant problem to the plant. For example, while without any mechanical barrier like the cuticle pathogens may succeed in invading the plant through the damage site thereby causing further damage. Additionally, a decrease in structural integrity of the wounded tissue together with uncontrollable water loss through the damage site comprise further challenges for the plant in its attempt to maintain physiological functionality. To counteract these effects plants have developed an array of mechanisms often resulting in the reinforcement of their cell walls and the fine-tuning of the cellular water potential. Important regulators in this process are proline- and glycine-rich proteins [52]. Both have been found to be inducible under various stresses including pathogen infection and drought stress. Proline-rich proteins are often secreted into the cell wall and can become cross-linked through reactive oxygen species by peroxidases thereby providing further stability to the cell wall [52-54]. Furthermore, they may serve as a scaffold for lignin depositions [55]. Both processes may be closely linked and as such may provide the damaged or neighboring cells with the means to maintain their structural integrity. As described above we have identified several proline- and glycine-rich proteins together with a key enzyme for lignin biosynthesis in maize seedlings exposed to *Z*-3-HOL. Since GLV are massively produced at the damage site it seems therefore natural that they may represent the major regulatory element in the process of reducing the impacts of mechanical damage. 

GLV have been shown in the past to have a significant impact on the plant defense against insect herbivores [4,5]. However, it has always been noted that this effect, mostly expressed as changes in defense-related gene expression, was significantly less pronounced or incomplete when compared to actual herbivory. However, by examining the data presented herein it appears as though many genes are actually induced very transiently by *Z*-3-HOL including, for example, CBP CCD1, lipase 2, calmodulin, WRKY12, and MYC7. Since in many of the previous studies about the biological activity of GLV and other volatiles much later time points ranging from 4 h to several days were studied [22,32], these and probably many other genes were likely missed. On the other hand we have shown herein also that some genes like Igl and ACC oxidase are only induced by ie, but not by GLV, supporting the notion that GLV in general or individual components thereof do indeed only induce subsets of anti-herbivore defenses. Nonetheless, this transient character of defense-related gene expression may have led ultimately to the discovery of a function for GLV aside from regulating direct defenses. Exposure to GLV appears to prime plants against subsequent insect herbivory by making them respond faster and stronger compared to un-primed controls. Priming is thought to have little impact on the general physiology since it does not necessarily require significant investments into defense. However, as described above, we found a massive induction of genes directly or indirectly involved in defenses. For example, the highest induction for any gene identified in this study was found for a Bowman-Birk proteinase inhibitor (14-fold upregulated) and at least 11 other related genes were found to be upregulated within 1h of exposure to *Z*-3-HOL. This strongly suggests that *Z*-3-HOL exposure, besides priming plants, may also has a more direct effect on insect herbivore performance. Likewise, a putative sesquiterpene cyclase was 13-fold upregulated, accompanied by other genes putatively involved in terpene volatile biosynthesis. While in the past these terpene-derived volatiles were shown to be released after GLV exposure [33,56,57], this was however always much lower when compared to actual insect herbivory. Also, indole-3-glycerol phosphate lyase (Igl), the key enzyme for volatile indole biosynthesis, was only induced by IE treatment, but not after exposure to *Z*-3-HOL. Indole is a major component of maize HIPV and often serves as a marker for this kind of damage. However, we have never observed any release of indole in maize seedlings treated with GLV nor have we ever observed any significant effect of GLV-induced priming on indole emission. It may therefore represent one of the few herbivore-specific responses that are regulated independent of GLV and are thus not “primable”. Since plants receiving these volatile signals are often not under attack yet, this reduced level of defense might simply be a result of the limited resources plants are willing to invest in defensive measures at this time. Nonetheless, the significant activation of volatile related genes by *Z*-3-HOL without a concomitant release of volatiles clearly shows that this indirect defense is a major target for GLV-mediated priming in maize, which has been shown previously on a metabolic level [33].

Based on these results we concluded that *Z*-3-HOL may have a much more essential function in regulating plant defenses than hitherto thought. This became even more obvious when we compared *Z*-3-HOL-induced gene expression with that of other potential volatile signaling compounds like E, MeSA, and MeJA. Surprisingly, none of these volatile signals exhibited any activity towards the activation of typical anti-herbivore defenses nor did they have any effect on herbivore performance. MeSA is released by maize seedling in small quantities when under herbivore attack and contributes to the typical bouquet of volatiles [58]. 

E is known to have synergistic effects on IE- and GLV-induced defense responses, but was never found to have a defensive function in maize itself [57,59,60]. While this strongly suggests that E produced after insect herbivore damage is not a defense signal itself but rather a general stress indicator that aids in the respective response, it nonetheless contributes significantly to the overall response. We identified several ethylene response element binding proteins (EREBP) to be significantly upregulated after *Z*-3-HOL and IE treatment. However, only IE treatment induced the accumulation of ACC oxidase, which is responsible for the production of E. This supports previous findings on the role of E in the regulation of anti-herbivore defense responses in maize. While GLV treatment has never been reported to induce the production of E, IE (including volicitin) treatment as well as actual insect herbivory induced E significantly in maize seedlings [6,59,60]. Furthermore, it was found that co-treatment of maize seedling with E and GLV or E with IE had strong synergistic effects on the responses to those two treatments [53,59,60]. Therefore, it appears as though GLV treatment prepares maize seedlings for increased perception of the E signal, but only actual herbivory also induces this compound. This may imply that the activation of E-responsive regulators might be part of the priming effects observed for GLV [33] by making those plants more sensitive to E. 

MeJA has been described repeatedly to induce genes likely to be involved in the plant defense response. In particular, *Arabidopsis* and tomato (*Solanum esculentum*) were found to respond to this volatile signal by activating proteinase inhibitors and other defense related proteins as well as toxic or repelling secondary metabolites. Likewise, in maize MeJA was found to induce a variety of genes involved in defense responses including Mir1, a cysteine protease that disrupts the peritrophic matrix in caterpillars [61], and Igl [62]. Also, MeJA induced the expression of a calcium dependent protein kinase (ZmCPK11), which is involved in wound signaling in maize [62,63]. These examples show that MeJA can be recognized by maize and induce defense-related genes. However, we found that MeJA had no effect on the defense genes selected for this study. While we cannot explain the discrepancy between these results we also noticed over years of volatile analyses that maize does not release MeJA as a volatile even when severely damaged by insect herbivores or treated with ie, which may reflect the limited responsiveness to this compound. 

By comparing these results it appears as though GLV are the most effective volatile defense signals in the maize system. Not only do they prime plants against insect herbivore attack, they may also provide effective direct protection for those plants in close proximity of the attacked emitter plant. 

In this study we identified more than 150 genes that are significantly up- or down-regulated within 1 h after exposure to *Z*-3-HOL. Among the upregulated genes we found many that are putatively involved in transcriptional regulation, Ca^2+^-signaling, lipid signaling, maintenance of structural integrity, and direct and indirect defenses against insect herbivores. Despite differences in the temporal distribution, a high degree of correlation was found between *Z*-3-HOL and IE-induced genes further supporting the important role that GLV play in the regulation of plant defense responses against insect herbivores in maize. 

## Materials and Methods

### Chemicals

*Z*-3-hexenol (*Z*-3-HOL) and jasmonic acid-methyl ester (MeJA) were obtained from Bedoukian Research (Danbury, CT, USA). Ethylene (E) was obtained from Fisher Scientific (Fisher Scientific Company LLC, Houston, TX ), and salicylic acid-methyl ester (MeSA) was purchased from Sigma Chemicals (St. Louis, MO). All solvents used were analytical grade. 

### Plant material

Maize seeds (*Zea mays* cv. B73, inbread line provided by Dr. M. Kolomiets, Texas A&M University; *Zea mays* cv. ‘Kandy King” J.W. Jung Seed Company, Randolph, WI) were grown in soil (Redi Earth Plug and Seedling Mix, Sun Gro) under 12h light/12h dark conditions with 60% relative humidity. Maize seedlings were used for experiments at the 2-leaf stage. 

### Plant treatments, RNA isolation, and Microarray-based global gene expression analysis

To study the physiological response expressed as transcript accumulation of maize plants to green leaf volatiles on a global scale 2-week-old intact maize seedlings (cv. B73; V2 stage) were exposed to *Z*-3-HOL as our model GLV. To avoid effects of solvent we used 1 mg of pure compound and added it to a paper strip attached to the inside of a 7-l glass cylinders. This corresponds to a maximum volatile concentration of approximately 1.4 µM in the gas phase. Controls were similarly treated but without the addition of *Z*-3-HOL. After 20 and 60 min of exposure the maize seedlings were removed from the cylinders and the second leaf was taken and immediately shock-frozen in liquid N_2_. Three segments per treatment were pooled for one biological replicate. A total of three biological replicates were collected per time point. 

For the microarray study on IE-induced changes in global gene expression we also used maize seedling (cv. B73) at the V2 stage as described above. The treatment of maize seedlings with pure IE (here: volicitin) was performed as described in [6]. In brief, an area of about 2mm x 10mm on the second leaf of intact maize plants was scratched with a razor blade and 10 µl of volicitin (in 50mM KPi, pH 8, corresponding to 1nmol of active compound) immediately added to the wounded site. Plants were treated for 60 min. Two segments of about 2.5 cm including the elicitor application area were then cut from the second leaf and pooled for one biological replicate. A total of 4 biological replicates were collected for microarray analysis. 

The pooled leaf material from B73 plants, as described above, was crushed and mixed with a sterile wooden stick, and 50-100 mg were taken from each biological replicate for RNA extraction. Total RNA was extracted with the Ultra Clean Plant RNA Isolation Kit (MO BIO Laboratories, Carlsbad, CA) according to the manufacture’s instructions with the following modifications. Frozen plant samples were homogenized in 2 ml screw cap FastPrep tubes containing 0.5 g of Zirmil microbeads and 200 µl extraction buffer (PR1) for 20 sec at 6000 rpm in a Precellys tissue homogenizer (MO BIO Laboratories, Carlsbad, CA). After this initial homogenization step 800 µl of PR1 were added and the sample again homogenized for 10 sec at 6000 rpm. The extract was then further processed as described in the manufacturer’s instructions. The extracted RNA was quantified and 20 µg of total RNA from each sample were taken and shipped overnight on dry ice to the Maize Microarray Project at the University of Arizona, where all subsequent steps including RNA labeling, hybridization, scanning, data extraction, and the normalization of data according to Loess were performed according to standard protocols (http://ag.arizona.edu/microarray/Microarraymethod1.doc). For the *Z*-3-HOL-induced gene expression study 3 biological replicates were performed including 1 dye swap, and for the volicitin-induced gene expression study 4 biological replicates including 2 dye swaps were performed. The data has been made available at the NCBI Gene Expression Omnibus (GEO accession numbers GSE47982 and GSE50981). 

### Treatment of maize seedlings for confirmational gene expression studies

The first conformational study for high *Z*-3-HOL-induced gene expression was also performed with B73 plants exactly as described above. For induction of maize (cv. Kandy King) seedlings with lower concentrations of *Z*-3-HOL, 10 µg (dissolved in dichloromethane, 1 µg/µl) were pipetted onto a cotton ball in the glass cylinder. This corresponds to a maximum concentration of approximately 14 nM of *Z*-3-HOL in the gas phase of the chamber. Controls consisted of a plant in a glass cylinder with 10 µl of pure dichloromethane on a cotton ball. As above, plants were removed from the glass cylinder after 20, 60, and 120 min, respectively, for further analysis. Also, we used a more open system by lifting the glass containers on spacers (about 2.5 cm high) to create an opening at the bottom part to allow for gas exchange. The second leaf of each seedling was then harvested and immediately shock-frozen in liq. N_2_ for further processing. Also, three leaves were pooled for one biological replicate. 

The treatment of maize seedlings (cv. Kandy King) with pure IE (volicitin) for PCR-based gene expression analysis was performed as described above for the microarray analysis. Plant were treated for 20, 60 and 120 min. Sections of about 2.5 cm including the elicitor application site were taken for further analysis and immediately shock-frozen in liq. N_2_. Plant material for one biological replicate was pooled from 3 treated plants. 

### Treatment of maize seedling with MeJA, MeSA, and E

To study the effect of MeJA, MeSA, and E on the activation of defense-related gene expression 2-week-old intact maize seedlings were exposed to these compounds as described above for treatment with Z-3-HOL in a 7-l glass cylinders. MeJA- and MeSA-treated plants were exposed to 1µl of pure compound, while E was applied as a gas at a final concentration of 4 ppm. Controls were done likewise, however without the addition of volatile signaling molecule. After 20 and 60 min of exposure the maize seedling were removed from the cylinders and the second leaf was taken and immediately shock-frozen in liquid N_2_. Three segments per treatment were pooled for one biological replicate. A total of three biological replicates were collected per time point.

### Confirmational gene expression analysis by semi-quantitative PCR

For confirmational studies as well as comparisons of Z-3-HOL-induced transcript accumulation with those observed after treatment with IE total RNA was extracted from app. 50-100 mg of the pooled maize leaves as described above. DNase treatment was performed with 3.125 µg total RNA with the Turbo DNA free kit (Ambion). For Reverse transcription 1.525 µg (in 12 µL water) of DNA-free RNA were mixed with 1 µl oligo dT´s (100 mM), 1µl oligo dTs (100 mM), 2 µl RT buffer (10x), 2 µl dNTP´s (5 mM each), 1 µl RNase inhibitor (10 U/µl), and 1 µl reverse transcriptase (5 U/µl) (Omniscript kit, Qiagen). The reaction mixture was incubated for 90 min at 37°C. For semi-quantitative analysis of gene expression, the cDNA was diluted (1:10) and 5 µl from this dilution was used for PCR. Primers were used as shown in Table 1. 

The PCR volume was 20 µl, containing 5X green GoTaq buffer (Promega) (4 µl), MgCl2 (25 mM, 1.2 µl), dNTP´s (25 mM, 0.32 µl), gene-specific primers (forward and reverse, 10 µM each, 2 µl), GapC primer (forward and reverse, 5 µM each, 2 µl), and GoTaq polymerase (5 U/µl, 0.2 µl). The volume was adjusted with DEPC water. Quantitative PCR was performed on a Eppendorf Mastercycler. The linear amplification range for each gene was first established by analyzing increases in gene band intensity in a 2.5% agarose gel after 22, 24, 26, 28, 30, and 32 cycles. Based on this information the following program was used for amplification: 95°C for 3 min, then (94°C for 30 sec, 54°C for 30 sec, 68°C for 1 min) x 27, then 68°C for 7 min for final extension. 10 µl of the PCR products were separated on a 2.5 % agarose gel for analysis. Ethidium-bromide stained bands were analyzed with a Photodyne documentation system and expression of genes was normalized by comparison with GapC. 

### Statistical analysis

At least three biological replicates of all experiments were performed. Microarray data were tested for significant expression using JMP 8.0 software (SAS Statistical Analysis Software, www.sas.com). At a significance level of p≤0.05, all genes were tested for 2-fold changes. A *t*-test was used to compare hybridization values. Based on a log_2_-scale a 2-fold increase or decrease would result in a hypothesized mean of ±1. Genes greater or equal to the hypothesized value were determined to be significantly up-regulated, and genes lesser or equal to the hypothesized value were determined to be significantly down-regulated. 

For the PCR-based expression analyses data was first normalized. A *t*-test was performed to confirm significant difference (p ≤ 0.05) between individual treatment groups and their respective controls. 

### Establishing annotations

Probe target sequences provided by the Maize Array Project were compared against the NCBI database using BLAST tools. Homologies higher than 80% according to NCBI databases were considered as a good homology.

## Supporting Information

Table S1 **Expression data of Z-3-hexenol-induced ESTs 20 min after exposure.**
(DOCX)

Table S2 **Expression data of Z-3-hexenol-induced ESTs 60 min after exposure.**
(DOCX)

Table S3 **Expression data of insect elicitor-induced ESTs 60 min after treatment.**
(DOCX)

# Supplementary material for: Early Transcriptome Analyses of Z-3-Hexenol-Treated Zea mays Revealed Distinct Transcriptional Networks and Anti-Herbivore Defense Potential of Green Leaf Volatiles
**Source:** PLoS One. 2013 Oct 14;8(10):e77465. doi: 10.1371/journal.pone.0077465
**Supplement:** Table S1 — Expression data of Z-3-hexenol-induced ESTs 20 min after exposure.

Table S1

| ID | Name | Putative Annotation | Average | STDV | *p*-value 2-fold |
| --- | --- | --- | --- | --- | --- |
| MZ00017552 | TC273413 | Putative EREBP AP1-like | 2.15 | 0.26 | 0.0085 |
| MZ00029551 | TC252147 | Zinc-finger protein 1 | 2.09 | 0.21 | 0.0063 |
| MZ00022466 | TC279023 | ^†^ CAF1 family-like ribonuclease OSJNBa0088H09.11 | 1.94 | 0.19 | 0.0068 |
| MZ00005265 | BM381583 | ^†^ putative helix-loop-helix DNA-binding protein | 1.92 | 0.08 | 0.0013 |
| MZ00029177 | TC263931 | putative serine/threonine phosphatase type 2c | 1.92 | 0.29 | 0.0157 |
| MZ00042137 | TC195883 | phosphate-induced protein 1-like protein | 1.92 | 0.28 | 0.0155 |
| MZ00037057 | BM350776 | NA | 1.90 | 0.17 | 0.0063 |
| MZ00042093 | TC258542 | metallothionein 2a | 1.87 | 0.21 | 0.0097 |
| MZ00016998 | TC261915 | ^†^ EF-hand Ca2+-binding protein CCD1 | 1.83 | 0.31 | 0.0215 |
| MZ00017211 | TC252261 | ^†^ hypothetical protein | 1.81 | 0.19 | 0.0096 |
| MZ00032849 | TC278144 | putative phi-1 | 1.79 | 0.24 | 0.015 |
| MZ00005101 | BM351379 | Putative PRAS-rich protein | 1.74 | 0.11 | 0.0041 |
| MZ00020958 | TC255273 | Putative zink-finger protein | 1.69 | 0.25 | 0.0209 |
| MZ00044273 | TC252828 | NA | 1.59 | 0.37 | 0.0248 |
| MZ00022166 | TC268413 | ^†^ putative TPR-containing nuclear phosphoprotein | 1.50 | 0.20 | 0.0257 |
| MZ00023296 | TC266405 | unknown protein | 1.47 | 0.03 | 0.0007 |
| MZ00031018 | TC277131 | Putative ethylene responsive transcription factor 4 | 1.46 | 0.21 | 0.0109 |
| MZ00039367 | CD997985 | ^†^ NA | 1.38 | 0.02 | 0.0009 |
| MZ00022797 | TC268368 | NA | 1.32 | 0.02 | 0.0006 |
|  |  |  |  |  |  |
| MZ00032666 | TC278543 | OSJNBa0088A01.13 | -1.14 | 0.03 | 0.0173 |

(^†^, up-regulated by insect elicitor treatment at 60 min)

# Supplementary material for: Early Transcriptome Analyses of Z-3-Hexenol-Treated Zea mays Revealed Distinct Transcriptional Networks and Anti-Herbivore Defense Potential of Green Leaf Volatiles
**Source:** PLoS One. 2013 Oct 14;8(10):e77465. doi: 10.1371/journal.pone.0077465
**Supplement:** Table S2 — Expression data of Z-3-hexenol-induced ESTs 60 min after exposure.

Table S2

(^§^, up-regulated by insect elicitor treatment at 60 min)

# Supplementary material for: Early Transcriptome Analyses of Z-3-Hexenol-Treated Zea mays Revealed Distinct Transcriptional Networks and Anti-Herbivore Defense Potential of Green Leaf Volatiles
**Source:** PLoS One. 2013 Oct 14;8(10):e77465. doi: 10.1371/journal.pone.0077465
**Supplement:** Table S3 — Expression data of insect elicitor-induced ESTs 60 min after treatment.

Table S3

(^†^, up-regulated by Z-3-hexenol exposure at 20 min, ^§^, up-regulated by Z-3-hexenol exposure at 60 min).

How the deposited data were processed for this re-analysis (not part of the article)

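Maize leaves exposed to Z-3-HOL and control leaves were compared on 6 Cy3/Cy5 oligonucleotide arrays, 3 biological replicates at 20 min and 3 at 60 min, with the dyes swapped on replicate 2 of each time point. The intensity values of both channels, as deposited by the authors, are spot medians, means and local backgrounds quantified with GenePix Pro 6.0 on a linear scale up to 65535, and per the file headers they were not normalized. The percent values deposited with them are the authors' GenePix percentages of saturated pixels in a spot, to which no further step was applied. The log2 values that the authors deposited are ratios of Cy5 over Cy3 on every array, not turned for the dye swap, after Loess normalization by the Maize Microarray Project; how the background was treated is not stated in the paper's text. These values had an r of 0.994 to 0.999 across probes with global Loess of the scanner values without background correction, and of 0.850 to 0.931 with the values used here. Arrays of the volicitin treatment were not analysed here, and no other experiment of the paper has array data.

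The spot medians were analysed in R 4.3.3 with limma 3.58.1. The background was corrected with normexp and an offset of 50, and global Loess with a span of 0.3 was fitted within each array, control and empty spots carrying no weight. Spots marked as bad by hand (GenePix flag −100; 122 to 174 per array) were left out, other flags and saturated spots were kept, replicate spots of a probe were averaged, and no filter on dim probes was applied. A spot was well above background in a channel when its median exceeded the local background by 2 standard deviations of the background, and saturated when 50% of its pixels were. Where no array of a time point reached this in 1 channel and the other channel did, the fold is given as a lower bound, with the weaker channel raised on each array, where it was lower, to the lowest level of any probe well above background in that channel, on levels scaled between arrays with Aquantile; such a bound holds for this background correction only. For linalool synthase and lipase 2 this rule did not raise the weaker channel, so their fitted fold is given in place of a bound. The log2 ratio of each array is the paired difference between Z-3-HOL and control of that replicate.

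One coefficient per time point was fitted over all 6 arrays with lmFit and eBayes, so that both time points share an estimate of the spread (prior degrees of freedom 7.56), and the test of the change took the difference of the coefficients. Probes were called at a Benjamini-Hochberg adjusted p under 0.05 over all gene probes of that comparison (43295 at 20 min, 43270 at 60 min), two-sided. The numbers of the replicates do not pair samples between time points. The test of the paper's methods, taken as one-sided against an absolute log2 of 1 with an unadjusted p of 0.05 as its tables imply, was applied to the same ratios. A dye effect was tested with a term for Cy5 over Cy3 added to the fit, which called 1 probe toward Cy5 and 79 toward Cy3. Gene sets were 30 lists of genes matched by words in the array's annotation, and groups of genes and tables given by the paper; all of the latter but Table S3 were chosen by the study on these arrays and are not independent evidence. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, with Benjamini-Hochberg adjustment over the 30 lists, and separately over those of the paper, within each comparison. These tests took only probes with values on every array used, 43068 in the main fit, so they can rest on fewer genes than the number given for a list.

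All of these choices, the lists and the alternatives were set before the data were examined, with the exceptions given here. Several lists match words for genes and themes that the paper reports from these arrays, so those lists are not independent of its findings. The set plan took the sign of each ratio from the dye labels. After the values had been seen, the signs were turned to the direction of the paper's tables, which the labels contradict on every array. Other than the sign, no count, size or test depends on this. Where a channel is said not to be well above background, its name as Z-3-HOL or control follows the paper's direction. By the dye labels it is the other channel. The alternative with the sign of the labels, and the test of the methods on the deposited log2 values without the spots marked as bad, were chosen after seeing the data. The genes named in the text were taken from those the paper names by oligo, the 10 largest increases and decreases at each time point with 1 sign on all 3 arrays, and the 4 members of each list with the smallest p at 60 min; values in the tables of the paper had been seen when this rule was set. MZ00039367 is named because it is in both Table S1 and Table S2.

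The procedure was tested on simulated data with the number of arrays and probes of the study. With the spread of each probe as estimated on the arrays, a log2 difference of 1 was recovered for 83.0% of the changed probes at 20 min and 85.5% at 60 min and one of 2 for 100%, while 8.22% and 9.11% of the calls were false. With the spread as the moderated test assumes, 52.6% and 53.9% were recovered at a log2 of 1, and 5.47% and 4.20% of the calls were false. A list shifted in simulated data was found at both time points, and 0 of the other lists passed by camera. The simulated probes varied independently, so this cannot show how often camera calls a list whose genes vary together. The simulated arrays also held no dye effect and no structure shared between arrays. The shares of false calls therefore need not hold for the real arrays. Alternatives covered the background correction, the foreground measure, the normalization within and between arrays, dim and marked spots, the estimate of the spread, array weights, the dye, the replicate number as a block, leaving out each array, the deposited log2 values, the test, and the correlation within lists.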

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

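The tests of a dye effect shared by all arrays, of both explanations for the direction, and of the dye layout behind the overlap were chosen only after the results had been seen. Ratios are in the paper's direction throughout, and the dye labels turn every sign. With 3 arrays per time point, no test for a single array far from the others was made.

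The response differed between the time points by a test of the change itself. At an adjusted p under 0.05, 209 probes had a higher ratio at 60 min than at 20 min and 52 a lower one, by limma over 43203 probes. Of 10 ways to divide the 6 arrays into 3 and 3, the real one included, 2 called at least as many probes as the real division with 261, and the highest other called 677, so there are too few divisions for a share under 0.05. The division with 677 sets replicates 1 and 3 of 20 min and replicate 2 of 60 min against the rest, a split that crosses the dye layout with the time point. Its count cannot tell a structure that follows the dyes from a difference between the plants of replicate 2 and the others. With a dye term in the fit the counts of the change were 227 and 65, and with the replicate number as a block 81 and 21. The dye term is shared by all 6 arrays and cannot take up a dye bias that differs between the time points. Leaving out replicate 3 of 20 min gave 59 and 13, replicate 1 of 20 min 100 and 21, replicate 1 of 60 min 71 and 21, replicate 3 of 60 min 68 and 15, replicate 2 of 20 min 228 and 92, and replicate 2 of 60 min 218 and 154. Time points were also scanned as separate batches, and the design has no array that would separate the batch from the exposure time.

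Among the genes whose log2 ratios are described in the text, leaving aside those only compared with the paper's tables, the change passed for 34. For 8 of them the fitted change is no measured size and ranks with no other, because a channel was not well above background on any array of a time point and the value rests on the background correction. This was the control channel at 60 min for the hypothetical protein MZ00005052 (fitted log2 3.42), linalool synthase MZ00019729 (2.59) and lipase 2 MZ00036047 (1.80), and 1 or both channels at 20 min for sesquiterpene cyclase 1 MZ00031736 (4.46), phytocystatin MZ00029560 (3.61), anthranilate synthase alpha 1 MZ00026471 (3.61), the Ca2+-ATPase MZ00047131 (2.15) and the 12-oxophytodienoate reductase MZ00027029 (1.45). Among the others the change was a log2 of 3.68 for the Bowman-Birk inhibitor (MZ00037085), 3.30 for 1-deoxyxylulose-5-phosphate synthase (MZ00032136) and 3.02 for LOX5 (MZ00015701). It lay between these and a log2 of 2 for the glycine-rich protein MZ00043232 (2.77), AOS MZ00044190 (2.72), RIP MZ00042678 (2.42), the other AOS gene MZ00034402 (2.28), the glutathione S-transferase MZ00025768 (2.17) and terpene synthase MZ00030501 (2.11). Smaller rises passed for the JAZ gene MZ00014350 (1.99), the maize proteinase inhibitor MZ00033310 (1.93), MZ00032666 (1.88), the methyltransferase MZ00032043 (1.85), cinnamoyl-CoA reductase MZ00023228 (1.85), the subtilisin/chymotrypsin inhibitor MZ00041005 (1.69), lipase 1 MZ00026739 (1.66, without the dye swap at 60 min, and lost with a dye term), MAPK6 MZ00018837 (1.52), the ethylene responsive factor MZ00026596 (1.48), the proline-rich protein MZ00036743 (1.29) and HPL MZ00017601 (1.28). The change was negative for EREBP AP1-like MZ00017552 (−2.55), the zinc finger protein MZ00029551 (−2.43), metallothionein MZ00042093 (−2.14), the zink-finger gene MZ00020958 (−2.10), the phosphatase MZ00015575 (−1.82) and CBP CCD1 MZ00016998 (−1.60). Each of the 24 such calls among genes that the paper names was lost under some alternative, 9 only with plain subtraction or median centring and 15 also in others. Of the 28 rises and 6 falls, 14 and 5 still passed without replicate 3 of 20 min, 14 and 6 without replicate 1 of 60 min, 15 and 5 without replicate 3 of 60 min, 21 and 5 without replicate 1 of 20 min, 26 and 5 without replicate 2 of 20 min, and 27 and 5 without replicate 2 of 60 min. Without replicate 3 of 20 min those lost were MZ00014350 (then 1.95), MZ00017601 (1.15), MZ00018837 (1.35), MZ00023228 (1.81), MZ00026596 (1.46), MZ00026739 (1.78), MZ00027029 (adjusted p then 0.087), MZ00032043 (1.82), MZ00032666 (1.91), MZ00033310 (2.15), MZ00034402 (2.31), MZ00036047 (adjusted p then 0.12), MZ00036743 (1.32), MZ00041005 (1.74) and MZ00016998 (−1.80). The rises lost without it were lost without replicate 1 of 60 min too (MZ00014350 1.98, MZ00017601 1.20, MZ00018837 1.47, MZ00023228 1.76, MZ00026596 1.50, MZ00026739 1.70, MZ00027029 at an adjusted p of 0.056, MZ00032043 1.69, MZ00032666 2.08, MZ00033310 1.80, MZ00034402 2.01, MZ00036047 at one of 0.061, MZ00036743 1.29 and MZ00041005 1.54). All of them but MZ00033310 were lost without replicate 3 of 60 min as well (MZ00014350 1.97, MZ00017601 1.26, MZ00018837 1.57, MZ00023228 1.90, MZ00026596 1.45, MZ00026739 1.62, MZ00027029 at an adjusted p of 0.076, MZ00032043 1.97, MZ00032666 2.08, MZ00034402 2.29, MZ00036047 at one of 0.099, MZ00036743 1.19 and MZ00041005 1.71), and so was MZ00016998 (−1.52). Without replicate 1 of 20 min MZ00026596 (1.35), MZ00026739 (1.66), MZ00032043 (1.52), MZ00032666 (1.84), MZ00033310 (1.88), MZ00036743 (1.20), MZ00041005 (1.51) and MZ00016998 (−1.51) were lost. Without its replicate 2 it was MZ00017601 (1.18), MZ00033310 (1.77) and MZ00016998 (−1.50), while the changes of MZ00018180 (1.28) and MZ00043994 (1.72) then passed. Without replicate 2 of 60 min it was MZ00033310 (1.69) and MZ00016998 (−1.44).

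By camera with the preset correlation 6 of the 30 lists changed between the time points, all toward higher ratios at 60 min. The adjusted p was 7.6e-12 for the jasmonate and oxylipin pathway (9 of 52 genes higher and 0 lower, 1 lower at an unadjusted p under 0.05), 6.3e-05 for ethylene biosynthesis, 0.00024 for benzoxazinoid and indole biosynthesis, 0.010 for proteinase inhibitors, 0.010 for chitinases, glucanases and PR proteins, and 0.021 for abscisic acid, drought and cold response. With an estimated correlation only the jasmonate list passed (adjusted p = 0.025).

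A signal was also found outside the genes that the paper reports. At 20 min 74 probes outside Table S1 were higher, 65 of them at least 2-fold, and 1 was lower. At 60 min 595 probes outside Table S2 were higher and 141 lower, 317 and 55 of them at least 2-fold. The paper's criterion asks for more than a 2-fold change, so these counts rest on another threshold than its tables. Lists of genes that the paper does not discuss passed as well by camera. At 60 min 5 of 30 NAC transcription factors were higher and 1 lower (7 and 1 when adjusted over the list alone; adjusted p = 0.0019 for the list). Of 84 genes of abscisic acid, drought and cold response 5 were higher and 0 lower (9 higher when adjusted over the list alone; 21 higher and 3 lower at an unadjusted p under 0.05; adjusted p = 0.0019 for the list). At 20 min the list of photosynthesis, light harvesting and photosystem proteins ranked below the other probes (adjusted p = 0.0015), with a median log2 ratio of −0.19, although by limma 0 of its 126 genes passed, over all probes or adjusted over the list alone (1 higher and 4 lower at an unadjusted p under 0.05). The same held for 35 mesophyll cell markers (adjusted p = 0.015; 0 called, 1 higher and 0 lower at an unadjusted p under 0.05) and 56 epidermis and cuticle markers (adjusted p = 0.043; 0 called, 0 higher and 3 lower at an unadjusted p under 0.05). With a dye term in the fit the photosynthesis list still passed by camera (adjusted p = 0.016). The mesophyll and the epidermis markers then did not (adjusted p = 0.16 and 0.059). None of these 5 lists passed with an estimated correlation, and the lists are words of the annotation, not markers tested in these leaves.

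At 20 min the array with swapped dyes ran against the other arrays over all probes. Across probes, which are not independent replicates, the mean r of replicate 2 with replicates 1 and 3 was −0.306 at 20 min and 0.0537 at 60 min. A single dye effect per probe common to all 6 arrays would make the differences of replicate 2 from the others alike at both time points, but these had an r of −0.103, which argues against it as the whole cause. Position on the slide is argued against by the r of −0.253 that was left after Loess by print-tip. Dim probes are argued against by the r of −0.624 over the 7941 probes well above background in both channels on all 3 arrays of 20 min. A dye bias particular to the arrays of 20 min stays open, and with the ratio taken as Cy5 over Cy3 these 3 arrays had r of 0.326, 0.504 and 0.286 with each other. A difference between the plants of the replicates also stays open and was not tested.

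The number of probes called at each time point was compared with that after the sign of a single array had been turned. At 20 min 2 of 4 patterns, the real one included, called at least the real 94 probes, and the highest other called 933, with replicate 2, the dye swap, turned. The larger count cannot tell a structure that follows the dyes from a difference between the plants of replicate 2 and the others. With a dye term in the fit, 104 probes were higher and 2 lower. At 60 min only the real pattern, 1 of 4, called as many as its 888, and the highest other called 326, again with replicate 2 turned. There are too few patterns at either time point for a share under 0.05.

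The dye labels gave the direction opposite to the paper's tables. The highest share of the genes of Table S1 or Table S2 that had the table's sign in the labelled direction was 0% on any array, and the size of r with the table's averages was 0.950 to 0.975. Dyes exchanged in the labels of all 6 arrays and a sign turned in making the tables predict the same share of 0%, so the array values leave open which of them holds. The paper's PCR, run on the same line at the same dose, reports AOS, RIP, MYC7, lipase 2, WRKY12 and EREBP as rising, as its tables do, which speaks against a sign turned in the tables; the PCR values are not among the data analysed here, so this was not tested. No biological explanation was tested for this pattern.

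More probes were called at both time points than independent sets of their size would share, 30.6 times as many among the higher ones. The dye layout, which is the same at both time points, was weighed by adding a dye term, and the ratio stayed at 27.7, which argues against it as the whole cause. Noise without a common response is argued against by the 67.4% of the probes higher at 20 min, 62 of 92, that were above 0 on all 3 arrays of 60 min, where 14.4% of all probes were. A response to Z-3-HOL that is common to both time points is the explanation the design offers, and it remains a hypothesis found and tested on the same arrays, with handling shared by all 6 arrays as an untested alternative.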

How the results depend on the processing

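The alternatives with the sign of the dye labels and with the methods' t-test on the deposited log2 values without the spots marked as bad were chosen after seeing the data; the others were not. Over the lists, the named genes and all settings 10167 values kept their side of the threshold, 897 were no longer past it and 183 passed only under the alternative. The 10167 include values that stayed short of the threshold, whatever their sign. They also include those with quantile normalization of the average intensities, which cannot change a ratio. Of the genes that the paper names and that were called, 0 changed direction. With the sign of the labels every pair of counts is exchanged: 2 higher and 92 lower at 20 min, 151 and 737 at 60 min, 52 and 209 for the change, and 1 and 48 at both time points. Unless stated otherwise counts are higher and lower probes by limma, and the cause was not tested.

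With no background correction 45 and 1 probes were called at 20 min and 25 were higher at both time points; the dye effect called 0 probes toward either dye (1339 toward Cy5 and 2904 toward Cy3 at an unadjusted p under 0.05). The deposited log2 values gave 44 and 1 at 20 min, and 24 higher at both. Plain background subtraction, which left out spots not above 0, called 0 and 0 at 20 min (1540 and 1149 at an unadjusted p under 0.05), 58 and 3 at 60 min, 0 and 0 for the change (1430 and 1053 unadjusted), and therefore 0 and 0 at both; it called 0 dye effects of either sign (1913 and 2078 unadjusted), and 0 lists higher and 0 lower at 20 min by camera. With normexp and an offset of 10 there were 36 and 0 at 20 min (833 lower unadjusted), 371 and 51 at 60 min, 36 and 6 for the change, 13 and 0 at both, 0 dye effects of either sign (1763 and 2434 unadjusted), and 1 list lower at 20 min. Median centring in place of Loess called 0 and 0 at 20 min (218 and 76 unadjusted), 113 and 2 at 60 min, 5 and 0 for the change (118 lower unadjusted) and 0 and 0 at both, and 4862 and 2634 dye effects toward Cy5 and Cy3. Loess by print-tip gave 101 and 2 at 20 min and 776 and 170 at 60 min, with 0 dye effects toward Cy5 (1507 unadjusted) and 2 lists higher at 20 min. The median of all probes, which Loess or centring holds near 0, stayed within 0.02 of it on the log2 scale over these settings of background and normalization.

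Fitting only the 3 arrays of the time point gave 51 higher probes at 20 min, and 20 higher and 0 lower at both; this fit has fewer degrees of freedom. Array weights raised the counts to 560 and 406 at 20 min, 1210 and 652 at 60 min, 785 and 565 for the change, and 159 and 20 at both. These weights were lowest for the dye swap at each time point, so a dye effect cancels less in these counts. With the replicate number as a block, which holds the dye, the counts were 46 and 0 at 20 min (458 lower unadjusted), 90 lower at 60 min, 81 and 21 for the change, and 16 and 0 at both. The mean of the foreground pixels gave 1 lower probe at 20 min and dye effects of 0 and 45 (1507 toward Cy5 unadjusted). Leaving out all spots with a negative flag gave 1 lower probe at 20 min and dye effects of 0 and 38 (996 unadjusted). Only probes well above background gave 1 lower probe at 20 min, 101 and 22 for the change, dye effects of 0 and 34 (588 unadjusted), 3 lists higher at 20 min and 1 lower at 60 min; fewer probes were tested. Quantile normalization of the average intensities leaves the ratio of each probe on an array as it is. It therefore could not change a count of probes at 20 min, at 60 min, for the change or at both, and tests nothing here. It was not run for the dye effect or the lists. A trended robust spread gave 99 and 3 at 20 min and 779 and 148 at 60 min. With the dye term 1 list was lower at 20 min, and the counts were 104 and 2 at 20 min and 781 and 151 at 60 min. With an estimated correlation camera called 0 lists higher and 0 lower at 20 min and 1 higher at 60 min.

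Among tests, treat against a 2-fold change called 6 and 0 probes at 20 min (50 and 0 at an unadjusted p under 0.05) and 106 and 3 at 60 min; it asks for more than a difference from 0. The methods' t-test gave 37 up at 20 min and 213 up and 15 down at 60 min, and 0 of any of these after Benjamini-Hochberg adjustment. Taken as two-sided it gave 23 and 1, and 165 and 9. On the deposited log2 values it gave 18 and 1, and 143 and 9, and without the spots marked as bad 18 and 1, and 143 and 10, with 0 after adjustment in each case.

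Leaving out single arrays changed the counts given here. Higher probes at 20 min ranged from 18 without replicate 3 of 20 min to 145 without its replicate 2, and lower ones from 0 without its replicate 1 (162 unadjusted) to 52 without its replicate 2. At 60 min higher probes ranged from 351 without replicate 1 of 60 min to 835 without replicate 2 of 20 min, and lower ones from 48 without replicate 1 to 639 without replicate 2 of 60 min. The change ranged from 59 without replicate 3 to 228 without replicate 2 of 20 min among higher probes, and from 13 without replicate 3 of 20 min to 154 without replicate 2 of 60 min among lower ones. Probes higher at both ranged from 7 without replicate 3 of 20 min to 59 without replicate 2 of 60 min, and probes lower at both from 0 without replicate 1 of 20 min to 2 without replicate 2 of 60 min. By camera, the lists higher at 20 min ranged from 1 without replicate 2 to 2 without replicate 1 of 20 min, those lower at 20 min from 0 without its replicate 3 to 4 without its replicate 2, and those lower at 60 min from 0 without replicate 1 to 1 without replicate 2 of 20 min. An arm with 2 arrays left is assumed to vary like the other.

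The jasmonate and oxylipin list at 60 min passed in all 17 settings in which lists were tested, with adjusted p from 1.6e-22 to 0.012. The other 6 lists that were higher at 60 min passed in 16 of the 17, and not with an estimated correlation. The WRKY list at 20 min passed in 15, the photosynthesis list in 14, the mesophyll markers in 11 and the epidermis markers in 8. Among the genes that the paper names, calls at 20 min were gained with array weights for AOS, the Bowman-Birk inhibitor, 1-deoxyxylulose-5-phosphate synthase, the maize proteinase inhibitor, the subtilisin/chymotrypsin inhibitor (also with Loess by print-tip), the proline-rich protein MZ00036743 (also with no background correction and with the deposited values), the JAZ gene MZ00044135 (also without replicate 2 of 60 min, adjusted p = 0.043) and, toward lower ratios, the β-expansin, and at 60 min for ACC oxidase with the foreground mean. Signal over background limits what these arrays can show: at most 39.0% of the probes at 20 min were well above it in Cy5, and the ratio of such probes depends on the background correction.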

Differences from the paper's values

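The signs of all values are those of the paper's tables, and by the dye labels each of them, and each difference in direction, would be turned. In the paper's direction all 20 genes of Table S1 and all 152 of Table S2 had the table's sign. The ratios of this re-analysis were larger in size than the paper's for 20 of 20 and 151 of 152 genes, by a median factor of 1.21 and 1.16, and lay within the larger of the standard deviations for 4 of 20 and 60 of 152. With no background correction, or with the deposited log2 values, all 20 and all 152 lay within it, and the largest difference from the paper's averages with the deposited values was 0.00999 and 0.00986.

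At the methods' threshold 39 genes were found at 20 min, 37 up and 2 down, where the paper reports 20, 19 and 1. Among the alternatives set before the data were examined, the first pair does not differ by this measure with no background correction, median centring, the deposited values, a two-sided test, or without replicate 1 or replicate 3 of 20 min, and the same holds for the genes up. For the genes down it does not differ with no background correction, print-tip Loess, the deposited values, a two-sided test, or without replicate 1 of 20 min. At both time points 9 genes were found where the paper reports 4, which does not differ with no background correction, median centring, the deposited values, a two-sided test, or without replicate 1 of 20 min, replicate 1 of 60 min or replicate 2 of 60 min. Under the other alternatives these counts differ. The deposited values gave 19, 18, 1 and 4, with 19 of the 20 genes of Table S1 among them, and the same counts were found on them without the spots marked as bad, a setting chosen after seeing the values that also drops 1 gene of Table S1 and 3 of Table S2.

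The fold of sesquiterpene cyclase 1 was 25.1 where the paper reports 13, which does not differ with no background correction, the foreground mean or the deposited values. For EREBP 4 (MZ00031018) it was 3.78 where Table 1 of the paper gives 2.46, which does not differ with no background correction, print-tip Loess, median centring, the deposited values, or without replicate 1 of 20 min. For lipase 2 the fitted fold was 4.22 where the paper's value is 2.30, which does not differ with no background correction or the deposited values. Its control channel was not well above background on any array, so this fold rests on the background correction. The fold of AOS was 10.5 where the paper's Table 1 gives 4.02, and it differs under every alternative. The paper's Table S2 gives an average log2 of 2.75 for the same oligo, and its Table S1 gives 1.46 for EREBP 4.

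The average log2 ratios of the following genes differ from the paper's by more than the larger standard deviation, except with no background correction and with the deposited values, and under the further alternatives named. At 20 min MZ00005265 had 2.23 (the paper's value is 1.92; also not with print-tip Loess or median centring) and MZ00031018 had 1.92 (the paper's is 1.46; also not with median centring). At 60 min MZ00005265 had 2.07 where the paper reports 1.27, MZ00014350 2.28 (paper 2.09), MZ00015701 3.25 (paper 2.72), MZ00018574 2.43 (paper 2.01), MZ00018837 2.51 (paper 2.12), MZ00019729 2.66 (paper 1.70; its control channel was not well above background on any array), MZ00019886 1.91 (paper 1.49), MZ00023228 1.86 (paper 1.63), MZ00031736 4.65 (paper 3.71), MZ00037085 4.26 (paper 3.84), MZ00042242 2.40 (paper 2.00), MZ00043232 2.80 (paper 2.14), MZ00047131 2.50 (paper 1.78) and MZ00050523 1.55 (paper 1.16). MZ00029560 had 3.74 where the paper reports 3.00, not differing without replicate 3 of 60 min, and MZ00032136 3.83 where the paper reports 3.41, not differing without replicate 1 or replicate 3 of 60 min. MZ00044135 had 1.57 where the paper reports 1.44, not differing with the foreground mean or without replicate 3 of 60 min, and MZ00044190 3.39 where the paper reports 2.75, not differing without replicate 2 of 60 min. The paper's errors are standard deviations.

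At the methods' threshold all 20 genes of Table S1 were found, and 151 of the 152 of Table S2. MZ00023975 missed with p = 0.0609 from the methods' t-test, where the paper's p is 0.0452. The test also called 19 genes outside Table S1 and 77 outside Table S2. At 60 min it called 228 genes, 213 up and 15 down, where the paper has 152, 142 up and 10 down. The 60 min counts lay at the ratio above which a count was listed here as different. With the deposited values 152 genes passed at 60 min, 149 of them in Table S2. On the deposited values MZ00044273 missed at 20 min (p = 0.0541; the paper's is 0.0248), and at 60 min MZ00025289 (0.0572; the paper's is 0.0571, itself above 0.05), MZ00023975 (0.0651) and MZ00018923 (0.0527; the paper's is 0.05). In the paper's tables the p does not follow from the printed average and standard deviation, within the rounding of 0.01, for 3 of 20 and 3 of 152 genes. The paper's p and the p from its own average were 0.0248 and 0.0550 for MZ00044273, 0.0109 and 0.0315 for MZ00031018, 0.0173 and 0.00748 for MZ00032666, 0.0008 and 0.0131 for MZ00044190, 0.0452 and 0.0647 for MZ00023975, and 0.0132 and 0.0406 for MZ00023780. The marks beside names in the tables stand for genes that also rose under the other treatment, and were not used.

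The paper places calmodulin among the genes up at 60 min, though its Table S2 does not list it; here calmodulin passed the limma threshold at both time points (log2 1.44 at 20 min and 1.62 at 60 min). It describes the helix-loop-helix gene as the single regulator up throughout. Among the genes that the paper names, the EREBP MZ00018574, MYC7 and EREBP 4 passed here at both time points as well, but these calls depend on single arrays. At 20 min MZ00018574 did not pass without replicate 1 or 3 of 20 min, nor MYC7 without replicate 1 or 3 of either time point. EREBP 4 did not pass at 60 min without replicate 3 of 60 min. The paper places genes of cell wall reinforcement at 60 min alone. Here the proline-rich proteins MZ00041634 and MZ00042242 passed at 20 min too, while 0 of the 5 direct defense, 5 indirect defense and 4 lipid signaling genes did by limma (3, 1 and 1 at an unadjusted p under 0.05). Also MAPK6 (0.99) and the glutathione S-transferase (1.72) passed at 20 min. The call of MAPK6 was lost without replicate 1, 2 or 3 of 20 min, and that of calmodulin at 20 min without replicate 1 or 3. Those of the glutathione S-transferase and of MZ00041634 were lost without replicate 3 of 20 min. The paper gives the Bowman-Birk inhibitor a larger fold than sesquiterpene cyclase 1; here the fitted log2 was 4.65 for sesquiterpene cyclase 1 and 4.26 for the inhibitor, but this order depends on the processing, as it was that of the paper with no background correction (3.71 and 3.85), with the deposited values and with the foreground mean, and the difference was not tested. It counts the serine protease MZ00043994 and the class IV chitinase MZ00018180 among the genes higher with volicitin than with Z-3-HOL; here both passed at 60 min of Z-3-HOL (1.55 and 0.94), and the comparison with volicitin was not made. Thresholds differ in these comparisons, since the paper asks for more than a 2-fold change and limma for a difference from 0.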

Other observations

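No test was added for this part. In the paper's direction, and opposite by the dye labels, 6 of 57 genes of benzoxazinoid and indole biosynthesis were higher at 60 min and 0 lower by limma (11 and 1 when adjusted over the list alone; 12 and 2 at an unadjusted p under 0.05), and the list ranked above the other probes by camera with its preset correlation (adjusted p = 8.9e-05) but not with an estimated one (adjusted p = 0.099). Anthranilate synthase alpha 1 (MZ00026471) in this list had a log2 ratio of 3.53 ± 0.20 (SD, n = 3; adjusted p = 1.6e-06) at 60 min and did not pass at 20 min, when its Z-3-HOL channel was not well above background on any array. By fry, which tests the genes of a list without comparing them with other probes, 13 of the 30 lists moved in 1 direction at 60 min and 0 at 20 min, against 1 higher and 3 lower lists by camera at 20 min.

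The weights that limma assigned the arrays were 0.88, 0.44 and 3.10 for replicates 1, 2 and 3 of 20 min and 1.39, 0.44 and 1.35 for those of 60 min. Replicate 2 had the lowest weight at each time point and is the array with swapped dyes. A weight measures how closely an array follows the fit of its time point, so a dye effect or poor quality could lower it alike.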
